# Rewiring of jasmonate and phytochrome B signalling uncouples plant growth-defense tradeoffs

**DOI:** 10.1038/ncomms12570

**Published:** 2016-08-30

**Authors:** Marcelo L. Campos, Yuki Yoshida, Ian T. Major, Dalton de Oliveira Ferreira, Sarathi M. Weraduwage, John E. Froehlich, Brendan F. Johnson, David M. Kramer, Georg Jander, Thomas D. Sharkey, Gregg A. Howe

## Abstract

Plants resist infection and herbivory with innate immune responses that are often associated with reduced growth. Despite the importance of growth-defense tradeoffs in shaping plant productivity in natural and agricultural ecosystems, the molecular mechanisms that link growth and immunity are poorly understood. Here, we demonstrate that growth-defense tradeoffs mediated by the hormone jasmonate are uncoupled in an *Arabidopsis* mutant (*jazQ phyB*) lacking a quintet of Jasmonate ZIM-domain transcriptional repressors and the photoreceptor phyB. Analysis of epistatic interactions between *jazQ* and *phyB* reveal that growth inhibition associated with enhanced anti-insect resistance is likely not caused by diversion of photoassimilates from growth to defense but rather by a conserved transcriptional network that is hardwired to attenuate growth upon activation of jasmonate signalling. The ability to unlock growth-defense tradeoffs through relief of transcription repression provides an approach to assemble functional plant traits in new and potentially useful ways.

## Abstract (web summary)

Plant immune responses are often associated with reduced growth. Here, the authors show that combining mutations in transcriptional repressors of the defense and light perception pathways can confer both robust growth and strong herbivore defense, demonstrating that growth-defense tradeoffs can be uncoupled.

Plants continuously monitor external cues to tailor their growth, development and defensive capabilities in ways that optimize reproductive success, especially in environments where nutrients and light may be scarce. Theories to explain the costs and patterns of plant defense often invoke the existence of physiological tradeoffs that arise from allocation of limited resources to protective compounds and associated morphological structures^1^,^2^,^3^. Thus, a common interpretation of the ‘dilemma of plants to grow or defend'^3^ is that elevated expression of defense traits consumes metabolic resources at the expense of growth, whereas rapid growth, such as that triggered by shade light from competitors, diverts resources that could otherwise be invested in the defense arsenal. Although the concept of growth-defense tradeoffs is a major paradigm in ecological studies of plant resistance to herbivores and pathogens^1^,^2^,^3^,^4^, recent studies question the simplistic view that allocation of limited metabolic resources to one process necessarily reduces energetic expenditures in the other process^5^,^6^,^7^,^8^,^9^,^10^. These collective studies highlight the need to develop a more accurate conceptual framework for understanding how tradeoffs between growth and immunity optimize plant fitness in dynamic environments.

Here, we sought to exploit genetic tools in *Arabidopsis thaliana* to better understand how growth and defense are mechanistically integrated and to explicitly test whether the underlying signalling networks can be reconfigured to allow for simultaneous growth and defense. Our approach was based on the fact that defense responses mediated by the lipid-derived hormone jasmonate (JA) are associated with potent growth inhibition of leaves and roots^11^,^12^,^13^,^14^. We show that growth-defense tradeoffs are uncoupled in leaves of an *Arabidopsis* mutant (*jazQ phyB*) lacking five Jasmonate ZIM-domain (JAZ) transcriptional repressors and the photoreceptor phytochrome B (phyB). The concomitant robust growth and heightened anti-insect defense of *jazQ phyB* plants can be attributed, at least in part, to parallel activation of MYC and PIF transcription factors that in wild-type (WT) plants are repressed by JAZ and phyB, respectively. We further show that the capacity of *jazQ phyB* plants to grow and defend well simultaneously is associated with changes in leaf architecture and increased partitioning of carbon to leaf-area growth, but does not depend on increased leaf area-based photosynthesis. Thus, growth-defense antagonism in this system does not appear to be caused by constraints on the availability of metabolic resources that fuel growth and defensive processes but rather by a hormone-linked transcriptional network that is hardwired to restrict growth and upon activation of JA signalling. These collective findings highlight the importance of transcriptional repressor proteins in optimizing growth-defense balance, and further suggest that genetic modification of pathways that integrate defense and light signalling is a potential strategy to combine growth and defense traits in new ways.

## Results

### A *jaz* quintuple mutant exhibits constitutive JA responses

We devised a genetic screen to identify mutants of *Arabidopsis* that display enhanced JA-regulated defense against insect herbivory without an associated reduction in leaf growth. This screen was based on a signalling model^15^ predicting that removal of JAZ repressor proteins would constitutively activate anti-insect defense and inhibit growth of vegetative tissues (Fig. 1a). Such a phenotype has not been previously observed for *jaz* loss-of-function mutants of *Arabidopsis*, most likely because of functional redundancy between the 13 members of the *JAZ* gene family^16^. We thus developed an *Arabidopsis* line (*jaz* quintuple or *jazQ*) with T-DNA insertion mutations in five *JAZ* genes (*JAZ1*/*3*/*4*/*9*/*10*) (Supplementary Fig. 1). These JAZs were selected on the basis of their phylogenetic relationship, their demonstrated role in inhibiting various transcription factors (for example, MYCs) that execute defense responses, and their capacity to interact with DELLA proteins that antagonistically link JA signalling to gibberellic acid (GA)-mediated growth responses (Fig. 1a)^17^,^18^,^19^,^20^,^21^,^22^. Root growth assays showed that *jazQ* seedlings have both an increased sensitivity to exogenous JA and a constitutive short-root phenotype in comparison to WT seedlings (Fig. 1b and Supplementary Fig. 1). We also compared the hormone sensitivity of *jazQ* seedlings to the *jaz10-1* mutant, which is one of the few *jaz* single mutants to exhibit enhanced sensitivity to JA^11^,^23^,^24^. Consistent with the notion that JAZ family members serve partially redundant roles in JA signalling, *jazQ* roots were significantly more sensitive to JA than the *jaz10-1* mutant (Supplementary Fig. 1). These findings support a key role for multiple JAZs in the control of root growth. Our data are also consistent with recent genetic analysis of the co-repressor Novel Interactor of JAZ (NINJA), which directly interacts with JAZs to negatively regulate JA signalling in roots^14^,^25^.

Analysis of defense-related phenotypes showed that glucosinolates and anthocyanins, whose biosynthesis in *Arabidopsis* is positively regulated by JA^22^,^26^, accumulate to higher levels in *jazQ* seedlings than WT (Fig. 1c,d). We also found that soil-grown *jazQ* plants had remarkably heightened resistance to attack by the generalist herbivore *Trichoplusia ni* (Fig. 1e). In contrast to these elevated defense traits, leaf area, petiole length and rosette dry weight were all reduced in *jazQ* relative to WT (Fig. 1f and Supplementary Fig. 2). *jazQ* also delayed the time to bolting but did not affect the number of leaves at the time of bolting (Supplementary Fig. 2). These results demonstrate that *jazQ* plants exhibit constitutive growth-defense antagonism (that is, reduced growth with enhanced defense) and thus provide a unique genetic model with which to interrogate how the JA branch of immunity is linked to growth.

### Loss of PHYB uncouples growth-defense tradeoffs in *jazQ*

We visually screened an ethyl methanesulfonate (EMS) -mutagenized population of *jazQ* for mutants with increased rosette size and persistence of elevated leaf anthocyanin content. Among several *suppressor of jazQ* (*sjq*) mutants identified, one line (*sjq11*) showed a particularly striking leaf growth pattern that was heritable in subsequent generations (Fig. 2a). Importantly, bioassays performed with *T. ni* larvae showed that *sjq11* plants also maintained heightened resistance to herbivory (Fig. 2b). Initial characterization of *sjq11* revealed phenotypes similar to those described for phytochrome B (*phyB*) photoreceptor mutants, including early flowering time and elongated hypocotyls and petioles under continuous white light^27^. Genetic allelism tests and DNA sequencing confirmed that *sjq11* harbours a null mutation in the *PHYB* gene (Supplementary Fig. 3). To eliminate the possibility that additional EMS mutations contribute to the *sjq11* phenotype, further studies were performed with a *jazQ phyB* sextuple mutant obtained by crossing the reference *phyB-9* null allele into the *jazQ* background.

Analysis of growth and defense traits in *jazQ phyB* plants showed that the *jazQ* and *phyB* ‘single' mutant phenotypes were largely additive and often organ specific. For example, *jazQ phyB* roots retained the JA-hypersensitive phenotype of *jazQ*, whereas *jazQ phyB* hypocotyls showed the red-light insensitive phenotype of *phyB* (Supplementary Fig. 4). Adult *jazQ phyB* plants grown in soil resembled *phyB* in having elongated petioles, flattened rosette leaves^28^ and early flowering time (Fig. 2c and Supplementary Fig. 5). The *phyB* mutation is thus epistatic to *jazQ* for these growth traits. Interestingly, the rosette diameter, projected leaf area and dry mass of *jazQ phyB* rosette leaves under our growth conditions exceeded that of the *jazQ* and *phyB* parents, suggesting that the combination of *jazQ* and *phyB* has transgressive effects on leaf growth (Fig. 2d and Supplementary Fig. 5). Despite its robust vegetative growth, *jazQ phyB* plants maintained the heightened anti-insect defense and anthocyanin content of *jazQ* (Fig. 2e,f). The effect of combining *jazQ* and *phyB* on resistance to *T. ni* feeding was particularly striking because *phyB* alone causes high susceptibility to this herbivore (Supplementary Fig. 6). *jazQ* is thus epistatic to *phyB* with respect to leaf defense traits. These collective data demonstrate that *phyB* fully suppresses the diminutive growth stature of *jazQ* aerial organs but, remarkably, does not compromise the heightened anti-insect resistance that is imparted by *jazQ*.

### Co-expression of MYC and PIF regulons in *jazQ phyB*

A potential mechanistic explanation for the enhanced growth and defense attributes of *jazQ phyB* plants comes from recent studies that implicate crosstalk between the JA, phyB and GA signalling pathways in the modulation of growth-defense balance. Within this signalling network, GA stimulates cell extension growth by promoting the degradation of DELLA proteins that repress PIF transcription factors^29^ (Fig. 1a). Reciprocal antagonism between the JA and GA pathways involves JAZ-DELLA interactions that prevent these repressors from inhibiting their cognate transcription factors^19^,^20^,^30^. JA-GA crosstalk is integrated with the shade avoidance response through phyB-mediated perception of changes in the ratio of red to far red (R:FR) light. Low R:FR ratios indicative of leaf shading reduce phyB activity to relieve repression on PIFs, thereby promoting rapid growth through the concerted action of growth hormones such as auxin and brassinosteroid (Fig. 1a)^31^,^32^,^33^. Concurrent with this growth response to plant competitors, inactivation of phyB by low R:FR (or *phyB* mutation) is associated with depletion of DELLA proteins, increased JAZ stability, accelerated turnover of MYC transcription factors, and suppression of JA-triggered immune responses^5^,^9^,^34^.

These considerations led us to test the hypothesis that the combination of *jazQ* and *phyB* causes concomitant derepression of the MYC and PIF transcriptional programs to promote growth and defense simultaneously. In support of this idea, we found that overexpression of PIF4 in the *jazQ* background partially rescued the small rosette size and short petiole length of *jazQ* without affecting anthocyanin accumulation and resistance to *T. ni* feeding (Supplementary Fig. 7). This finding indicates that increased PIF4-mediated growth does not attenuate the defense stature of *jazQ* plants. The inability of PIF4 overexpression to fully recapitulate the *jazQ phyB* phenotype indicates that additional regulatory factors contribute to the growth vigour of *jazQ phyB*.

To further test the hypothesis that MYC and PIF transcriptional modules are simultaneously activated in *jazQ phyB* plants, we used mRNA sequencing to compare the transcript profile of WT, *jazQ*, *phyB*, and *jazQ phyB* seedlings. ‘Secondary metabolism' and ‘response to stress' and were among the biological processes most significantly overrepresented in ontologies of 257 genes expressed to higher levels in *jazQ* than WT (Fig. 3 and Supplementary Data 1). This gene set included glucosinolate biosynthesis genes that are direct targets of MYC2 (ref. 22) (Supplementary Fig. 8), as well as genes involved in the synthesis of triterpenoids, jasmonates, and various defensive proteins (Supplementary Fig. 9). 

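Transcripts of whole seedlings were sequenced in 12 libraries, 3 for each of 4 genotypes. WT was Col-0, *jazQ* carries T-DNA insertions in *JAZ1*, *JAZ3*, *JAZ4*, *JAZ9* and *JAZ10*, *phyB* is the *phyB-9* allele, and *jazQ phyB* combines all of these mutations. Each library came from about 200 seedlings that had grown for 8 days in continuous light on a solid medium with sucrose, and WT and mutant seedlings shared a plate. The authors assigned the reads to TAIR10 gene models with RSEM. They deposited an expected count for each gene and library, a whole number without normalization, beside its TPM, which is scaled for transcript length and library size. The 33602 genes held 13350388 to 26347184 counts in the WT libraries (median 17969514) and 14338359 to 18297004 in the *jazQ* libraries (median 15408967). Totals ran from 12750074 to 17980367 in *phyB* (median 13196536) and from 15978702 to 22286351 in *jazQ phyB* (median 16804513). A count of 3, taken as the floor of detection, equals a level of 0.12 to 0.23 CPM (counts scaled to a common library total) in these libraries. Copies made by PCR were not told apart, so this floor covers counting error only. Between 3.4 and 5.63% of the counts of a library came from its 10 most abundant genes. Libraries of the same genotype differed by more than sampling noise in every pair (chi-square per degree of freedom 2.25 to 14.7), and each was treated as a separate sample. Counts were normalized by edgeR's TMM method, and the 20957 genes that passed edgeR's filter with a minimum count of 10 were tested in 1 quasi-likelihood model of all 4 genotypes. Genes with a Benjamini-Hochberg adjusted p-value below 0.01, the threshold the paper used with DESeq, were called higher or lower. Levels are means of TMM-normalized CPM with the SD over 3 libraries. Ranges of the adjusted p over the alternatives leave out the fits without 1 library, which are named where they change a call. They also leave out the fit with a term for the replicate number. WT and mutant seedlings shared plates, but the paper does not tie the numbers to plates, so whether they pair the libraries is not known.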

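The mutated genes were read first. *JAZ1* (AT1G19180) fell to 5.48 ± 0.687 CPM (SD, n = 3) in *jazQ* from 52.3 ± 7.54 CPM in WT (log2 fold change −3.26, SE 0.18, adjusted p = 8.32e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *JAZ4* (AT1G48500) fell to 2.48 ± 0.442 from 5.71 ± 0.715 CPM (log2 fold change −1.22, SE 0.16, adjusted p = 0.000576 from the same edgeR test). The call for *JAZ4* was lost when the fit held only *jazQ* and WT (adjusted p = 0.0151 from edgeR's quasi-likelihood test, in a range of 2.72e-06 to 0.0151 over the alternatives). *JAZ9* (AT1G70700) stood at 82.1 ± 2.87 CPM in *jazQ* and 75 ± 13.3 CPM in WT, a difference within the spread between libraries (log2 fold change 0.14, SE 0.12, adjusted p = 0.627, edgeR). More counts were assigned to the other 2 genes in the mutant than in WT. *JAZ3* (AT3G17860) had 648 ± 69.7 CPM against 14.8 ± 2.13 (log2 fold change 5.47, SE 0.12, adjusted p = 1.26e-12, edgeR). *JAZ10* (AT5G13220) had 258 ± 22.6 CPM against 3.64 ± 0.366 (log2 fold change 6.16, SE 0.1, adjusted p = 2.6e-14, edgeR). A count adds up all reads assigned along a gene, so it does not tell a complete transcript from one that stops or starts at an insertion. The paper tested for the transcripts of these *JAZ* genes in WT and *jazQ* by RT-PCR, which was not analysed here. In *jazQ phyB* the levels were 6.46 ± 0.904 CPM for *JAZ1*, 3.07 ± 0.172 for *JAZ4*, 529 ± 22.1 for *JAZ3* and 206 ± 6.55 for *JAZ10*, all called changed against WT. *PHYB* (AT2G18790) stood at 55.2 ± 1.9 CPM in *phyB*, 53.4 ± 2.7 CPM in *jazQ phyB* and 83.6 ± 4.53 CPM in WT. Its log2 fold changes were −0.6 (SE 0.06, adjusted p = 2.3e-05, edgeR) and −0.64 (SE 0.06, adjusted p = 1.41e-05, edgeR). 

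**Figure D1:**
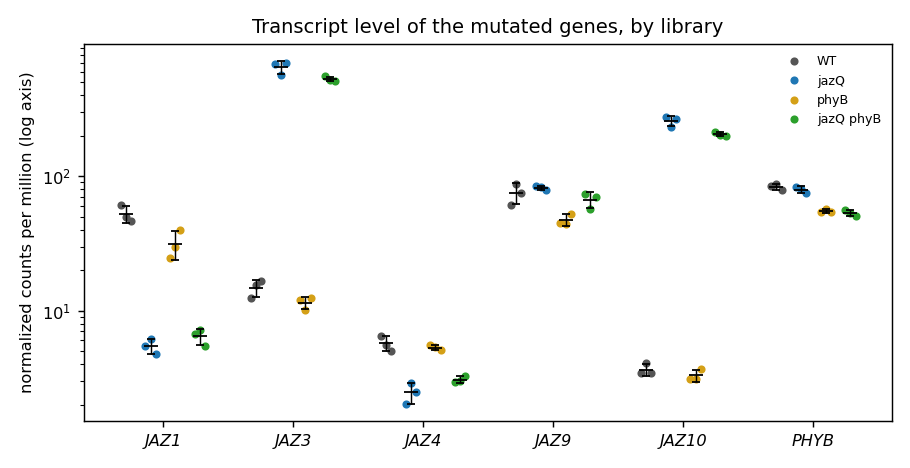
TMM-normalized CPM of the 6 mutated genes on a log axis in WT, *jazQ*, *phyB* and *jazQ phyB*. Each point is 1 of 3 libraries and bars show the mean ± SD; *JAZ3* and *JAZ10* lie above WT in *jazQ* and *jazQ phyB* (648 and 258 CPM in *jazQ*), and *JAZ1* lies below (5.48 CPM in *jazQ*).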

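In *jazQ*, 209 genes were higher and 114 lower than in WT, 323 genes of those tested, and 3601 genes had an unadjusted p below 0.05. The 323 genes changed by a median of 0.82 on the log2 scale, without regard to sign. Over the alternatives the total ran from 104 genes, with only *jazQ* and WT in the fit, to 896 with calls at an adjusted p below 0.05. Single libraries also moved the total. It was 167 without WT replicate 1, 188 without WT replicate 2 and 497 without WT replicate 3. It was 205 without *jazQ* replicate 1 and 176 without *jazQ* replicate 2. The balance of directions moved too. Lower genes numbered 40 without *jazQ* replicate 2 (136 higher) and 46 without *jazQ* replicate 3 (183 higher). They numbered 18 with only 2 genotypes in the fit (86 higher) and 278 with DESeq2 (347 higher). Among called genes with at least 1 CPM in the higher group and no overlap between libraries, the largest rise apart from *JAZ3* and *JAZ10* was that of *JAL23* (AT2G39330), at 15.1 ± 11.9 CPM in *jazQ* and 0.654 CPM in WT (log2 fold change 4.87, SE 0.76, adjusted p = 0.00227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost without WT replicate 1 (adjusted p = 0.0159, edgeR) and with only 2 genotypes in the fit (adjusted p = 0.0358, edgeR; 0.000217 to 0.0358 over the alternatives).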

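Among the glucosinolate-related genes of Supplementary Fig. 8, 50 were tested, and 42 of them rose in *jazQ*. Only 3 were called, all higher: *BCAT4* (AT3G19710), *TGG2* (AT5G25980) and *MBP2* (AT1G52030). Adjusted over the list alone, 9 genes were called, all higher. *BCAT4*, which acts in methionine chain elongation, had 102 ± 16.6 CPM (SD, n = 3) in *jazQ* and 55.2 ± 15 CPM in WT (log2 fold change 0.89, SE 0.17, adjusted p = 0.00952 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The myrosinase gene *TGG2* had 452 ± 103 CPM against 189 ± 42.7 (log2 fold change 1.26, SE 0.17, adjusted p = 0.00082, edgeR), and *MBP2*, a gene for a myrosinase-binding protein, 6.9 ± 3.84 CPM against 1.31 ± 0.701 (log2 fold change 2.54, SE 0.45, adjusted p = 0.00558, edgeR). In all 3 genes the *jazQ* and WT libraries did not overlap, which chance gives, in either direction, for 10% of genes. With only *jazQ* and WT in the fit all 3 calls were lost, at adjusted p = 0.0495, 0.0174 and 0.0572 (edgeR). Over the alternatives the adjusted p ran from 0.000309 to 0.0495 for *BCAT4*, 2.19e-07 to 0.0174 for *TGG2* and 0.000583 to 0.0572 for *MBP2*. The call for *BCAT4* was also lost with upper-quartile normalization (adjusted p = 0.0102, edgeR), and those for *BCAT4* and *MBP2* with limma-trend on log2(TPM + 1), at adjusted p = 0.0191 and 0.0262. *BCAT4* lost its call without WT replicate 1 (adjusted p = 0.0374, edgeR), WT replicate 3 (0.0157), *jazQ* replicate 1 (0.0303) or *jazQ* replicate 2 (0.045). *MBP2* lost it without WT replicate 1 (adjusted p = 0.0297, edgeR), WT replicate 2 (0.0104), *jazQ* replicate 1 (0.0248) or *jazQ* replicate 2 (0.023). *TGG1* and *TGG2*, *CYP79F1* and *CYP79F2*, *MAM1* and *MAM-L*, and *VSP1* and *VSP2* are pairs of paralogs whose shared reads RSEM divided between them.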

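As a set, the 24 tested genes for aliphatic glucosinolates had a median log2 fold change of 0.354 in *jazQ*, with 21 higher and 3 lower (camera with a preset correlation of 0.01, Benjamini-Hochberg adjusted p = 4.21e-08 over 9 set tests). Their mean lay higher in 3 of 3 *jazQ* libraries than in every WT library. The median was 0.14 without WT replicate 3. Camera passed the threshold of 0.05 in 7 of the 9 set tests, and 6 of these also passed with fry. This set in *jazQ* was one of them (adjusted p = 0.04998 with fry). With the correlation estimated from the residuals, only the sets of photosystem and cell wall genes in *phyB* passed, and this set did not (adjusted p = 0.2 with camera).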

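Of the 12 genes in Supplementary Fig. 9a, 11 were tested (*ACT* was not analysed here). All 11 rose in *jazQ*, by a median of 1.6 on the log2 scale, and 10 were called higher. Adjusted over the list alone all 11 were called, which is not independent evidence because the study chose these genes on the same libraries. Among the triterpenoid genes, *THAS* (AT5G48010) had 239 ± 65.4 CPM (SD, n = 3) against 62 ± 16 in WT (log2 fold change 1.96, SE 0.22, adjusted p = 0.000173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MRN1* (AT5G42600) had 21.5 ± 9.19 against 1.73 ± 1.14 CPM (log2 fold change 3.77, SE 0.45, adjusted p = 0.000265, edgeR), and *THAD* and *THAH* had log2 fold changes of 1.84 and 1.9. Among the genes of jasmonate synthesis, *LOX2* (AT3G45140) rose to 308 ± 99.7 from 99.5 ± 21.3 CPM (log2 fold change 1.64, SE 0.22, adjusted p = 0.000747, edgeR) and *OPR3* (AT2G06050) to 35.7 ± 1.67 from 17 ± 0.493 CPM (log2 fold change 1.07, SE 0.07, adjusted p = 2.67e-07, edgeR). *AOS* (AT5G42650) and *AOC1* (AT3G25760) had log2 fold changes of 0.97 and 0.9. *VSP2* (AT5G24770) had 32.4 ± 21.7 against 2.89 ± 1.48 CPM (log2 fold change 3.62, SE 0.54, adjusted p = 0.00163, edgeR). Its paralog *VSP1* (AT5G24780) was not called (log2 fold change 1.63, SE 0.39, adjusted p = 0.028, edgeR), although the *jazQ* and WT libraries did not overlap for any of the 11 genes, where chance gives, in either direction, 10% of genes. *VSP1* was called higher with edgeR's exact test (adjusted p = 0.00528), without the filter on low counts (adjusted p = 0.00827, edgeR) and without *jazQ* replicate 3 (adjusted p = 0.00178, edgeR). The alternatives with all libraries kept gave 0.00528 to 0.0973. With only *jazQ* and WT in the fit, *THAD*, *AOS*, *LOX2* and *VSP2* were not called (adjusted p = 0.0116, 0.0505, 0.0116 and 0.0273, edgeR). Their ranges over the alternatives were 4.04e-09 to 0.0116, 0.000314 to 0.0505, 4.72e-09 to 0.0116 and 1.97e-06 to 0.0273. *AOS* also lost its call with limma-trend on log2(TPM + 1) (adjusted p = 0.0111) and without WT replicate 1 (adjusted p = 0.0235, edgeR), WT replicate 3 (0.0102), *jazQ* replicate 1 (0.0151) or *jazQ* replicate 2 (0.0206). *VSP2* lost it without WT replicate 1 (adjusted p = 0.0127, edgeR).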

In agreement with their enhanced defense stature, *jazQ phyB* plants maintained increased expression of the majority (68%) of genes that are upregulated in *jazQ* (Fig. 3, Supplementary Figs 8 and 9). 

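Of the 209 genes higher in *jazQ*, 155 were also called higher in *jazQ phyB* than in WT, a share of 74.2% (95% Wilson interval 67.8 to 79.6%, for the counting of genes only). The share was 87.1% with limma-trend on log2(TPM + 1), the alternative farthest above it, and 64.6% with DESeq2, the one farthest below. Without WT replicate 3 it was 51.9%. In the same direction as in *jazQ* were 204 of the 209 genes (97.6%), with a median log2 fold change of 0.838 in *jazQ* and 0.805 in *jazQ phyB*. Compared directly, *jazQ phyB* was higher than *jazQ* at 15 of these genes, lower at 28 and not different at 166. Both comparisons used the same 3 WT libraries, which draws their directions together. In 20 simulations with *jazQ phyB* at the levels of WT, run after the result was seen, 58.9 to 68.1% of the genes called higher in *jazQ* had the same direction in *jazQ phyB*. Of the 114 genes lower in *jazQ*, 109 changed in the same direction in *jazQ phyB* (95.6%, against 63.6 to 73.1% in these simulations), with medians of −0.789 and −0.633. Glucosinolate-related genes made up 2 of the 155 shared genes, *BCAT4* and *MBP2*, where 0.37 was the number from chance (odds ratio 6.97, 1-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0528 over 9 tests). For each odds ratio a small constant was added to every count. The odds ratio fell to 1.38 with limma-trend on log2(TPM + 1) and to 2.77 with 2 genotypes in the fit (adjusted p = 1 for each, Fisher's exact test), and to 3.92 with upper-quartile normalization (adjusted p = 0.32). It rose to 19.8 with no filter on low counts (adjusted p = 3.56e-06), and the threshold was also passed with DESeq2 (16.4, adjusted p = 2.21e-06), with edgeR's exact test (16.6, adjusted p = 2.08e-06), with calls at 0.05 (13.7, adjusted p = 1.87e-06) and without WT replicate 3 (9.66, adjusted p = 0.0108). It was 1.95 without *jazQ* replicate 1, 1.84 without *jazQ* replicate 2, 1.72 without *phyB* replicate 2, 4.45 without *phyB* replicate 3 and 4.09 without *jazQ phyB* replicate 3. The values 1.38, 2.77, 1.95, 1.84 and 1.72 come from overlaps that held no glucosinolate-related gene. There the added constant alone lifts the odds ratio above 1.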

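In *jazQ phyB* all 11 tested genes of Supplementary Fig. 9a were higher than in WT, by a median of 1.4 on the log2 scale, with no overlap between the libraries (in either direction, 10% of genes by chance). Over all genes tested 6 of them were called, and adjusted over the list alone 9. *THAS* stood at 304 ± 52 CPM (SD, n = 3; log2 fold change 2.31, SE 0.22, adjusted p = 1.25e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *MRN1* at 27.9 ± 8.48 CPM (log2 fold change 4.15, SE 0.44, adjusted p = 2.56e-05, edgeR) and *OPR3* at 29.5 ± 1 CPM (log2 fold change 0.8, SE 0.07, adjusted p = 2.72e-06, edgeR). *VSP2* stood at 16 ± 4.91 CPM (log2 fold change 2.6, SE 0.56, adjusted p = 0.00478, edgeR). Its call was lost without WT replicate 1 (adjusted p = 0.0299, edgeR), WT replicate 3 (0.016), *jazQ phyB* replicate 1 (0.0225) or *jazQ phyB* replicate 2 (0.0151). Not called were *VSP1* (log2 fold change 1.41, SE 0.39, adjusted p = 0.0201, edgeR), *LOX2* (log2 fold change 0.74, SE 0.22, adjusted p = 0.0294, edgeR), *AOS* (log2 fold change 0.6, SE 0.17, adjusted p = 0.0256, edgeR), *TGG2* (log2 fold change 0.49, SE 0.17, adjusted p = 0.0625, edgeR) and *AOC1* (log2 fold change 0.3, SE 0.11, adjusted p = 0.0753, edgeR). With edgeR's exact test *VSP1*, *LOX2* and *AOS* were called (adjusted p = 1.86e-05, 0.00041 and 0.00186), and *VSP1* also with only 2 genotypes in the fit (adjusted p = 0.0079, edgeR) and without the filter on low counts (adjusted p = 0.00757, edgeR). Over the alternatives the adjusted p ran from 1.86e-05 to 0.0373 for *VSP1*, 0.00041 to 0.0397 for *LOX2*, 0.00186 to 0.0398 for *AOS*, 0.0214 to 0.0944 for *TGG2* and 0.0259 to 0.0666 for *AOC1*. Compared directly with *jazQ*, 3 of the 11 genes were lower in *jazQ phyB*: *AOC1* (log2 fold change −0.59, SE 0.11, adjusted p = 0.00265, edgeR), *TGG2* (log2 fold change −0.77, SE 0.17, adjusted p = 0.00757, edgeR) and *OPR3* (log2 fold change −0.27, SE 0.06, adjusted p = 0.00949, edgeR). Leaving out *jazQ* replicate 1 or 2 or *jazQ phyB* replicate 1 removed the call for *AOC1* (adjusted p = 0.0119, 0.0113 and 0.016, edgeR). The call for *TGG2* was removed without *jazQ* replicate 1 or 2 (adjusted p = 0.0383 and 0.0294, edgeR) and without any of the 3 *jazQ phyB* replicates (0.0309, 0.014 and 0.0308). With limma-trend on log2(TPM + 1) both were lost (adjusted p = 0.0184 and 0.0243), as they were on log2(TPM + 0.1) (0.0191 and 0.025). *TGG2* also lost its call with only 2 genotypes in the fit (adjusted p = 0.012, edgeR). The ranges over the alternatives were 6.64e-08 to 0.0191 for *AOC1* and 5.65e-05 to 0.025 for *TGG2*. *LOX2* was also lower in *jazQ phyB* than in *jazQ* and was not called (log2 fold change −0.9, SE 0.22, adjusted p = 0.0127, edgeR). It was called with edgeR's exact test (adjusted p = 0.00135), without the filter on low counts (adjusted p = 0.00421, edgeR) and without *jazQ* replicate 3 (adjusted p = 0.0011, edgeR). The alternatives with all libraries kept gave 0.00135 to 0.0404.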

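In *phyB*, 986 genes were called higher and 1479 lower than in WT, 2465 in all, and 7307 had an unadjusted p below 0.05. In *jazQ phyB*, 786 were higher and 1261 lower, 2047 in all, with 6405 at an unadjusted p below 0.05. The *phyB* total was 1446 without *phyB* replicate 1 and 1383 without *phyB* replicate 2, and the *jazQ phyB* total 1190 without *jazQ phyB* replicate 1 and 1245 without *jazQ phyB* replicate 2. The balance of directions depended on the scaling. Higher genes made up 40% of the *phyB* calls with TMM, 48% with upper-quartile normalization and 78.4% with limma-trend on log2(TPM + 1), which called 3721 genes. In *jazQ phyB* these shares were 38.4, 44 and 72.5%. TPM scaling shifted the median of all genes by 0.14 on the log2 scale in *phyB* and by 0.1 in *jazQ phyB*, and directions of gene families are relative to that shift. Both *phyB* and *jazQ phyB* had higher levels than WT for 196 genes. This overlap was 573 with limma-trend on log2(TPM + 1), 524 with calls at 0.05 and 45 with calls of at least 2-fold. It was 120 without WT replicate 2 and 127 without *phyB* replicate 2.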

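Gene families were taken from gene symbols. Auxin response genes (IAA, SAUR, GH3 and YUC families, 105 tested) made up 9 of the 196 genes, against 0.982 from chance (odds ratio 10.9, 1-sided Fisher's exact test, adjusted p = 1.42e-06 over 9 tests). Cell wall genes (expansins, xyloglucan endotransglucosylases and cellulose synthases, 57 tested) made up 6, against 0.533 from chance (odds ratio 13.7, adjusted p = 2.72e-05, same Fisher's test). The cell wall result was lost with only 2 genotypes in the fit (odds ratio 7.11, adjusted p = 0.0654, Fisher's exact test), without WT replicate 1 (6.76, adjusted p = 0.0626) and without *jazQ phyB* replicate 3 (5.17, adjusted p = 0.113). It was lower, though still past the threshold, without *jazQ* replicate 3 (8.4) and without *jazQ phyB* replicate 2 (8.98). In *phyB*, 9 auxin response genes were higher and 9 lower than in WT (adjusted over the list alone, 10 and 11), and in *jazQ phyB* 17 were higher and 5 lower (20 and 6). As a set they had a median log2 fold change of −0.11 in *phyB*, 39 higher and 66 lower (camera, adjusted p = 0.556; with fry, adjusted p = 0.04998). With TPM scaling this median turned positive, at 0.0326 (camera, adjusted p = 0.0297), and the set means of the *phyB* libraries did not lie on 1 side of the WT mean. Of the cell wall genes, 8 were higher and 3 lower in *phyB* (adjusted over the list alone, 9 and 3), and 11 higher and 1 lower in *jazQ phyB* (12 and 1). Their median was 0.149 in *phyB*, 35 higher and 22 lower, with the mean higher in 3 of 3 libraries (camera, adjusted p = 0.00514). It was 0.0985 without WT replicate 2, and 0.24 with TPM scaling (camera, adjusted p = 0.0897).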

Analysis of growth-related genes revealed that the set of 235 genes upregulated in both *phyB* and *jazQ phyB* is enriched for functional classes involved in responses to auxin, shade avoidance, cell wall organization and light stimulus (Fig. 3). Several genes within this group were previously shown to be direct targets for PIF transcription factor binding^33^,^35^,^36^ (Supplementary Fig. 9). These data provide evidence that the combination of *jazQ* and *phyB* promotes concomitant expression of defense and growth-related genes, at least in part, via the concurrent activation of MYC and PIF transcriptional modules.

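Of the 12 genes that Supplementary Fig. 9b shows as PIF targets, 11 were tested (*STA2* was not analysed here). All 11 were called higher in *phyB*, by a median of 1.1 on the log2 scale, and 10 of them in *jazQ phyB*, by a median of 0.95. Adjusted over the list alone, 11 were called in each. The study chose these genes on the same libraries, so this is not independent evidence. No library of either mutant overlapped with WT for any of the 11 genes, where chance gives, in either direction, 10% of genes. *HFR1* (AT1G02340) rose from 8.32 ± 1.42 CPM (SD, n = 3) in WT to 48.5 ± 3.43 in *phyB* (log2 fold change 2.53, SE 0.11, adjusted p = 7.27e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 58.8 ± 3.91 in *jazQ phyB* (log2 fold change 2.81, SE 0.11, adjusted p = 8.95e-10, edgeR). *PIL1* (AT2G46970) rose from 0.573 ± 0.301 to 3.38 ± 0.719 CPM in *phyB* (log2 fold change 2.64, SE 0.32, adjusted p = 7.17e-05, edgeR) and 3.13 ± 0.623 in *jazQ phyB* (log2 fold change 2.55). *IAA29* (AT4G32280) stood at 3.19 ± 0.904, 13.1 ± 0.375 and 17.6 ± 0.507 CPM in WT, *phyB* and *jazQ phyB*, and the auxin synthesis gene *YUC8* (AT4G28720) at 2.14 ± 0.144, 5.13 ± 1.04 and 5.27 ± 0.498 CPM. Their log2 fold changes were 2 and 1.25 in *phyB* and 2.42 and 1.29 in *jazQ phyB*. In *jazQ phyB*, *PAR1* (AT2G42870) was not called (log2 fold change 0.58, SE 0.17, adjusted p = 0.0318, edgeR) except with edgeR's exact test (adjusted p = 0.000538, in a range of 0.000538 to 0.0282 over the alternatives). In *phyB* it was called (log2 fold change 1.03). The smallest change in *phyB* was that of *HAT2* (AT5G47370; log2 fold change 0.52, SE 0.11, adjusted p = 0.00391, edgeR). Its call was lost without WT replicate 2 (adjusted p = 0.0163, edgeR), WT replicate 3 (0.0171), *phyB* replicate 2 (0.0224) or *phyB* replicate 3 (0.0197). Compared directly, none of the 11 genes was called different between *jazQ phyB* and *phyB*, where 3 were higher and 2 lower at an unadjusted p below 0.05. In *jazQ* 1 gene was called, *HFR1*, which was lower than in WT (4.82 ± 0.413 CPM).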

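Higher than in WT in both *jazQ* and *phyB* were 23 genes, of which 19 were also higher in *jazQ phyB*. Lower in both were 55 of the 114 genes lower in *jazQ*. A number from chance was not computed for these overlaps. Of the 209 genes higher in *jazQ*, 140 changed in the same direction in *phyB* (67%), with a median log2 fold change of 0.13. In 20 simulations with *phyB* at the levels of WT, run after the result was seen, the shared WT libraries alone gave shares of 59.4 to 68.3% and medians of 0.0345 to 0.0653. Of the 986 genes higher in *phyB*, 741 changed in the same direction in *jazQ phyB* (75.2%), and their median went from 0.478 in *phyB* to 0.134 in *jazQ phyB*. Such simulations with *jazQ phyB* at the levels of WT gave 62 to 66.7% and medians of 0.0351 to 0.048. Tested directly, *jazQ phyB* was higher than *phyB* at 23 of them, lower at 433 and not different at 530. Over all genes, *jazQ phyB* differed from *jazQ* at 1422 (552 higher, 870 lower) and from *phyB* at 2467 (1260 higher, 1207 lower). The excess of lower genes against *jazQ* depended on the scaling. It was kept with DESeq2 (666 higher, 1077 lower) and almost gone with upper-quartile normalization (668 higher, 674 lower). The difference from *jazQ* was 643 genes without *jazQ* replicate 1, 940 without *jazQ* replicate 3, 671 without *jazQ phyB* replicate 1 and 839 without *jazQ phyB* replicate 2. The difference from *phyB* was 1493 genes without *phyB* replicate 1, 1413 without *phyB* replicate 2 and 1455 without *jazQ phyB* replicate 1. All 11 tested defense genes of Supplementary Fig. 9a were called higher in *jazQ phyB* than in *phyB*, and 10 of the 11 PIF targets were called higher in *jazQ phyB* than in *jazQ* (11 adjusted over the list alone). From genes of defense that stay higher in *jazQ phyB* and genes of growth, PIF targets among them, that are higher in both *phyB* and *jazQ phyB*, the paper takes these profiles as evidence that the combined mutations promote both kinds of gene together. It attributes this at least in part to MYC and PIF modules that are active at the same time.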

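Higher than in WT in *jazQ phyB* but called higher in neither *jazQ* nor *phyB* were 454 genes, of which 6 were called lower in *phyB*. Their number was 891 with calls at 0.05 and 156 with calls of at least 2-fold, and it was 215 without *jazQ phyB* replicate 1 and 218 without *jazQ phyB* replicate 2. Glucosinolate-related genes made up 12 of them, against 1.08 from chance (odds ratio 15, 1-sided Fisher's exact test, adjusted p = 2.4e-09 over 9 tests). The odds ratio was 30.7 without WT replicate 1, 23.5 without WT replicate 2 and 23.1 without *jazQ phyB* replicate 1. Cell wall genes made up 5, against 1.23 (odds ratio 4.77, adjusted p = 0.0116, Fisher's exact test): *EXPA8*, *EXPA18*, *XTH17*, *XTH19* and *XTH20*. This was lost without WT replicate 1 (4.33, adjusted p = 0.0626), WT replicate 2 (4.06, 0.0901), *phyB* replicate 1 (2.99, 0.134), *phyB* replicate 2 (3.22, 0.114), *jazQ phyB* replicate 1 (2.58, 0.498) or *jazQ phyB* replicate 2 (4.34, 0.176). Sulfate assimilation genes (26 tested) made up 3, against 0.563 (odds ratio 6.76, adjusted p = 0.0233, Fisher's exact test): *SULTR1;1*, *SULTR3;4* and *AKN2*. These cell wall and sulfate genes are named because they were found in the count, after their values were seen. A different share of roots and shoots in the *jazQ phyB* libraries may contribute to genes of this region. The 33 root markers tested had a median log2 fold change of 0.49 in *jazQ phyB*, and no test of this share was made for the 454 genes. The sulfate result was lost with only 2 genotypes in the fit (6.21, adjusted p = 0.0743) and with limma-trend on log2(TPM + 1) (4.63, 0.0596). It was lost without WT replicate 1 (6.88, 0.0626), WT replicate 2 (3.7, 0.337), WT replicate 3 (1.09, adjusted p = 1), *phyB* replicate 2 (5.11, 0.114), *jazQ phyB* replicate 1 (1.83, adjusted p = 1) or *jazQ phyB* replicate 2 (5.64, 0.266), and it was 10.4 without *jazQ* replicate 3. The values 1.09 and 1.83 come from regions that held no sulfate gene. Of the 26 sulfate genes, 5 were called higher in *jazQ phyB* (adjusted over the list alone, 5 higher and 3 lower), 3 higher in *jazQ* (3 higher and 2 lower), and 1 higher and 3 lower in *phyB* (2 and 4).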

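The aliphatic glucosinolate genes rose in *jazQ phyB* by a median of 0.759 on the log2 scale, 23 of 24 higher and with no overlap between the means of the 3 *jazQ phyB* and 3 WT libraries (camera, adjusted p = 4.05e-14 over 9 set tests). Of these genes 12 were called, all higher, and 17 adjusted over the list alone. *CYP79F1* (AT1G16410) stood at 55.6 ± 18.8 CPM (SD, n = 3) in WT, 106 ± 21.7 in *jazQ*, 54.9 ± 8.72 in *phyB* and 152 ± 26 in *jazQ phyB* (log2 fold change 1.46, SE 0.21, adjusted p = 0.000363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MAM1* (AT5G23010) stood at 168 ± 42.8, 281 ± 38.2, 133 ± 14.7 and 329 ± 29.6 CPM in the same order (log2 fold change 0.97, SE 0.16, adjusted p = 0.000725, edgeR). *MAM-L* (AT5G23020) stood at 35.2 ± 12.9, 67 ± 2.65, 48.7 ± 5.89 and 102 ± 0.625 CPM (log2 fold change 1.52, SE 0.18, adjusted p = 7.17e-05, edgeR). In *jazQ* these 3 genes were higher without overlap between the *jazQ* and WT libraries (in either direction, 10% of genes by chance) and were not called: the log2 fold changes were 0.93 (adjusted p = 0.0248, edgeR), 0.74 (adjusted p = 0.0156, edgeR) and 0.91 (adjusted p = 0.012, edgeR). With edgeR's exact test *CYP79F1* and *MAM1* were called in *jazQ* (adjusted p = 0.00495 and 0.00312), as they were without the filter on low counts (0.00733 and 0.00445), and *MAM1* with DESeq2 (adjusted p = 8.5e-05). Their ranges over the alternatives were 0.00495 to 0.0925 and 8.5e-05 to 0.0802. *BCAT4* stood at 137 ± 17.2 CPM in *jazQ phyB* (log2 fold change 1.31, SE 0.17, adjusted p = 0.00015, edgeR).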

Among the 576 transcripts whose abundance was significantly increased in *jazQ phyB* but not *jazQ* or *phyB*, there was a strong over-representation of GO terms related to secondary metabolism, cell wall organization, growth and auxin transport (Fig. 3). These data suggest that the combination of *jazQ* and *phyB* has synergistic effects on the expression of certain growth and defense responses in *jazQ phyB*. 

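A combined effect beyond the sum of both single mutants was tested as the interaction of *jazQ* and *phyB* on the log2 scale. Over all genes tested the interaction was positive at 399 and negative at 357, 756 together, with 5075 at an unadjusted p below 0.05. With DESeq2, 648 were positive and 489 negative. The balance turned with limma-trend on log2(TPM + 1), to 259 positive and 371 negative. The total was 1980 with calls at 0.05 and 1137 with DESeq2. It was 454 without WT replicate 2, 423, 360 and 469 without *phyB* replicates 1, 2 and 3, and 359 without *jazQ phyB* replicate 1. Of the 454 genes called higher in *jazQ phyB* alone, 34 had an interaction beyond the sum (7.49%), and 176 did at an unadjusted p below 0.05. Their median log2 fold change was 0.681 in *jazQ phyB*, and the sum of the single mutants' changes had a median of 0.34. Without the 8 genes that had a genotype at the floor, these medians were 0.673 and 0.336. Genes called higher in *jazQ phyB* and in neither single mutant lie beyond the sum in part because they were selected so. In 20 simulations run after the result was seen, *jazQ phyB* equalled the sum of the estimated single changes. Selected in the same way, 1284 to 1406 genes had medians of 0.494 to 0.527 in *jazQ phyB* and 0.445 to 0.489 for the sum, with 0 called beyond the sum and 34 to 58 at an unadjusted p below 0.05. In 258 of the 454 genes both single mutants changed in the same direction. The 155 genes higher in both *jazQ* and *jazQ phyB* had a median of 1.12 both for *jazQ phyB* and for the sum, with an interaction beyond the sum at 1 gene, AT5G35940, singled out after its values were seen, and in the opposite direction at 6. For the 196 genes higher in both *phyB* and *jazQ phyB*, the medians were 0.689 in *jazQ phyB* and 0.782 for the sum, with 7 genes beyond and 9 in the opposite direction. In the simulations of the sum, genes higher in both *jazQ* and *jazQ phyB* had medians of 0.857 to 0.928 in *jazQ phyB* and 0.921 to 1.02 for the sum. Genes higher in both *phyB* and *jazQ phyB* had 0.62 to 0.668 and 0.685 to 0.756. Selection alone thus put *jazQ phyB* below the sum in both simulated sets. These held 332 to 375 and 895 to 986 genes, against 155 and 196 in the data. The simulations thus differ from the data in how many genes pass, and the size of the effect in the data is not settled. The set of 24 aliphatic glucosinolate genes had a median interaction of 0.481, 21 positive and 3 negative (camera, adjusted p = 0.000312; with fry, adjusted p = 0.122; with estimated correlation, adjusted p = 0.338). It was 0.285 without WT replicate 1. None of the 24 was called alone, and 12 were positive at an unadjusted p below 0.05. *BCAT4* had the interaction 0.67 (SE 0.24, adjusted p = 0.106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). 

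**Figure D2:**
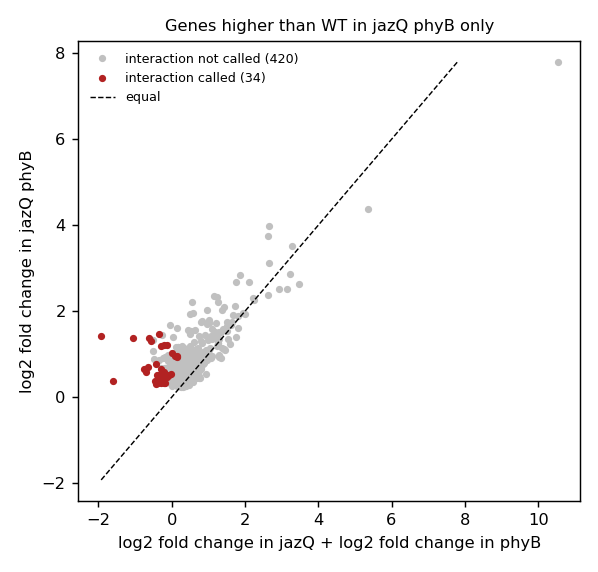
Each point is 1 of the 454 genes called higher in *jazQ phyB* alone, with the sum of its log2 fold changes in *jazQ* and *phyB* on the x axis and its log2 fold change in *jazQ phyB* on the y axis. The dashed line marks equality, 34 genes in red had a called interaction, and 420 in grey did not.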

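Other gene lists differed in their interactions. The 11 tested genes of Supplementary Fig. 9a had a median of −0.17, 2 positive and 9 negative, and 1 called, *OPR3*, with an interaction of −0.54 (adjusted p = 0.00279 from edgeR's quasi-likelihood test). This call was lost without *phyB* replicate 2 (adjusted p = 0.0113, edgeR). Single libraries moved the median, from −0.46 without *jazQ* replicate 3, −0.42 without WT replicate 3, −0.4 without *phyB* replicate 3, −0.38 without *jazQ phyB* replicate 2 and −0.29 without WT replicate 2 to −0.1 without *phyB* replicate 1, −0.056 without *jazQ phyB* replicate 3, −0.046 without WT replicate 1 and 0.028 without *jazQ* replicate 2. The 11 tested PIF targets had a median of 0.38, 8 positive and 3 negative, and 2 called, both positive: *HFR1* with 1.07 (adjusted p = 0.00125, edgeR) and *IAA29* with 1.13 (adjusted p = 0.00958, edgeR). *HFR1* kept its call without any 1 library, and *IAA29* kept it only without WT replicate 3 (adjusted p = 0.00173, edgeR). In the 11 other fits its adjusted p was 0.012 (without *jazQ* replicate 1) to 0.0277 (without WT replicate 1), and with limma-trend on log2(TPM + 1) and log2(TPM + 0.1) it was 0.0208 and 0.0251, against 0.000972 with DESeq2, the lowest of the alternatives with all libraries kept. Of the 105 auxin response genes 87 were positive, with a median of 0.38 (0.3 with limma-trend on log2(TPM + 1)). Called were 5 of them, all positive (7 adjusted over the list alone), with 1 without *jazQ phyB* replicate 1, 2 without WT replicate 1, *phyB* replicate 1 or *phyB* replicate 2, and 3 without WT replicate 2, *jazQ* replicate 2, *jazQ phyB* replicate 2 or *jazQ phyB* replicate 3. Positive were 30 of the 57 cell wall genes (3 called, all positive), 16 of the 26 sulfate genes (1 called, positive) and 27 of the 76 heat and cold genes (1 called positive and 6 negative). Single libraries moved these calls too. Called cell wall genes were 5 positive without WT replicate 1, 2 positive without *jazQ phyB* replicate 1, and 4 positive and 2 negative without WT replicate 3. Sulfate genes had 2 calls without WT replicates 1 or 3, and none without *phyB* replicates 1 or 2 or *jazQ phyB* replicate 1. A positive heat and cold call was made only without WT replicate 3, *jazQ* replicates 1 or 3 or *jazQ phyB* replicate 3.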

In support of this idea, quantitative PCR analysis showed that wound-induced expression of select JA-response genes was significantly higher in *jazQ phyB* than WT leaves, which may contribute to the heightened defense of *jazQ phyB* plants relative to WT (Supplementary Fig. 10). It is possible that these synergistic effects of *jazQ* and *phyB* on gene expression result from functional interaction between MYCs and PIFs at the level of protein–protein interaction or altered binding to common *cis*-regulatory elements in target genes^21^,^33^,^34^,^37^. Supporting this hypothesis, PIF4 targets previously identified by ChIP-seq^33^ include an over-representation of genes associated with the terms ‘jasmonate stimulus' and ‘response to wounding' (Supplementary Table 1). Moreover, several PIF4 targets are also targets of MYC2 (Supplementary Table 2). We cannot exclude the possibility that concurrent loss of phyB and JAZ1/3/4/9/10 affects the activity of transcriptional regulators other than PIFs and MYCs to contribute to the gene expression profile and other general phenotypes of *jazQ phyB* plants.

### Genetic modulation of photosynthesis and leaf architecture

The robust growth of well-defended *jazQ phyB* leaves led us to investigate whether *jazQ* and *phyB* interact to modulate leaf photosynthetic efficiency. Indeed, PIF activity is known to repress chloroplast development and photosynthetic competency^37^, and we observed that ‘photosynthesis' was the term most significantly overrepresented among genes that are repressed in both *phyB* and *jazQ phyB* seedlings (Supplementary Fig. 11 and Supplementary Data 1). 

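Nuclear genes of the photosystems and their antennae (LHCA, LHCB, PSA and PSB symbols, 45 tested) made up 19 of the 509 genes called lower in both *phyB* and *jazQ phyB*, against 1.09 from chance (odds ratio 30.6, 1-sided Fisher's exact test, adjusted p = 1.84e-18 over 9 tests). The odds ratio was 52.8 without WT replicate 1 and 61.8 without *jazQ phyB* replicate 2. The overlap itself was 164 genes with limma-trend on log2(TPM + 1), 1050 with calls at 0.05 and 43 with calls of at least 2-fold, and it was 332 without *phyB* replicate 2 and 323 without *jazQ phyB* replicate 1. In *phyB* all 45 genes fell, 44 were called lower (44 adjusted over the list alone), and the median log2 fold change was −0.837 with 3 of 3 libraries below WT (camera, adjusted p = 5.42e-75). In *jazQ phyB* 43 fell, 19 were called lower (29 adjusted over the list alone), and the median was −0.381 with 3 of 3 libraries below WT (camera, adjusted p = 5.32e-19). Compared directly, *jazQ phyB* was above *phyB* in 43 of the 45 genes, 29 of them called (36 adjusted over the list alone), with a median of 0.486 and 3 of 3 libraries above (camera, adjusted p = 1.14e-20). With estimated correlation the last 2 set results did not pass (adjusted p = 0.121 each). Between *jazQ phyB* and *jazQ*, 26 genes were lower in *jazQ phyB* (37 adjusted over the list alone). In *jazQ* 39 genes rose and 6 fell by a median of 0.11, and none was called (5 higher and 1 lower at an unadjusted p below 0.05). The interaction was called at 3 genes, all positive (10 adjusted over the list alone), where 30 were positive and 1 negative at an unadjusted p below 0.05. *LHB1B1* (AT2G34430), chosen after its values were seen, had the lowest value in *jazQ phyB*, with log2 fold changes of −1.85 in *phyB* (adjusted p = 1.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −2.22 in *jazQ phyB* (adjusted p = 2.83e-06, edgeR), and did not differ between them (−0.37, adjusted p = 0.151, edgeR). Several antenna genes are close paralogs, and RSEM divided their shared reads. 

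**Figure D3:**
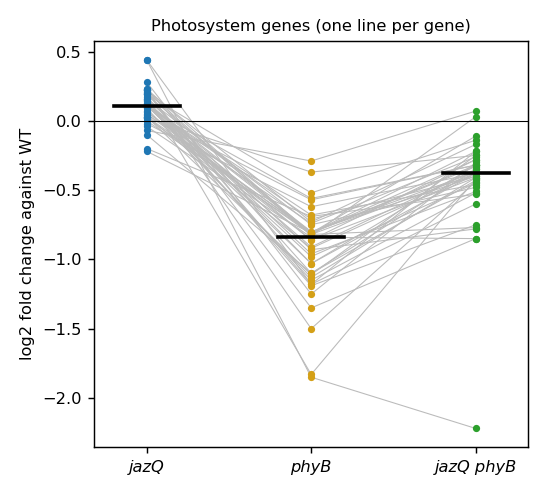
Log2 fold change against WT of 45 photosystem genes in *jazQ*, *phyB* and *jazQ phyB*, with 1 line per gene and black bars for the medians (0.11, −0.84 and −0.38). The line with the lowest value in *jazQ phyB* (−2.22) is *LHB1B1*.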

We employed non-invasive, whole-plant chlorophyll fluorescence imaging^13^,^38^ to determine how genetic perturbations within the phyB-GA-JA signalling network affect photosystem II efficiency (Φ_II_) under various light regimes, including those designed to simulate natural environments (Fig. 4a and Supplementary Fig. 12). *phyB* plants had reduced Φ_II_ under continuous low light intensity and this effect was exacerbated under the sinusoidal and fluctuating light regimes, consistent with previous studies^39^. A decrease in Φ_II_ was also observed in a Col-0 transgenic line (*35S:PIF4*) that overexpresses PIF4. Interestingly, the negative effect of *phyB* and *35S:PIF4* on photosynthetic efficiency was rescued by *jazQ*, which alone had little (or very weak positive) effect on Φ_II_ (Fig. 4a and Supplementary Fig. 12). Consistent with the role of PIFs in repressing photosynthesis, a *pif1/3/4/5* quadruple mutant (*pifq*) showed increased Φ_II_ under fluctuating light conditions, whereas loss of DELLAs in the *della* quintuple mutant (*dellaQ*) reduced Φ_II_ under these conditions. That photosystem II efficiency was lower in *phyB* than in *dellaQ* leaves suggests that phyB exerts stronger repression on PIF activity than DELLA proteins under these growth conditions.

To obtain additional insight into physiological processes that underlie growth-defense vigour of *jazQ phyB*, we investigated the relationship between photosynthesis and leaf growth to obtain an estimate of leaf construction costs^40^. Gas exchange experiments showed that *phyB* leaves have significantly lower photosynthetic rate per unit leaf area, whereas photosynthetic capacity of *jazQ* on a leaf area or dry weight basis was comparable to WT (Fig. 4b), consistent with our chlorophyll fluorescence measurements. *phyB* leaves also contained less area-based chlorophyll and Rubisco (D-ribulose-1,5-bisphosphate carboxylase/oxygenase) than WT. Modelling of photosynthetic parameters showed that the reduced photosynthetic capacity of *phyB* at high light results in part from a limitation in Rubisco activity. *jazQ* partially rescued the low photosynthetic capacity of *phyB* leaves, as well as the low area-based Rubisco and chlorophyll content of *phyB* (Fig. 4c,d). The mechanism by which *jazQ* partially restores the reduced photosynthetic performance of *phyB* leaves in unknown but deserves further attention.

We also found that *phyB* leaves were thinner than those of WT and *jazQ* and that this trait was retained in *jazQ phyB* (Fig. 4e). Because of the greater projected leaf area available to intercept light (due to longer petioles and flatter, thinner leaves), the whole-plant photosynthetic rate in *jazQ phyB* plants was similar to WT. Thus, costs associated with construction of *jazQ phyB* leaves may be lowered through increased partitioning of carbon to leaf area at the expense of leaf thickness^40^. These data suggest that changes in leaf architecture rather than increased efficiency of the photosynthetic apparatus may contribute to the growth-defense vigour of *jazQ phyB* relative to WT plants.

## Discussion

A key innovation of our study was the development of a JA signalling mutant (*jazQ*), in which the removal of multiple JAZ repressors causes hyperactivation of JA responses. As a consequence, *jazQ* plants exhibit both enhanced resistance to insect herbivory and diminished growth of leaves and roots. The heightened defense of *jazQ* plants most likely involves increased activity of MYC transcription factors, which are well characterized for their role in promoting secondary metabolism and defense^21^,^22^. Our results also provide evidence that transcriptional changes account for the growth phenotypes of *jazQ*, but the molecular basis of growth restraint remains to be determined. DELLA proteins have previously been implicated in JA-mediated growth inhibition of *Arabidopsis* roots^19^ and hypocotyls^20^. Although these studies raise the possibility that removal of JAZs in *jazQ* increases the growth-inhibiting activity of DELLAs, previous studies showed that DELLA proteins are not required for wound- and JA-induced growth stunting of leaves^12^. Given the high connectivity of JAZs within protein interaction networks and their emerging role as integrators of various signalling pathways^41^,^42^, it is possible that JAZ-interacting transcriptional regulators other than MYCs and DELLAs also contribute to general phenotypes of *jazQ*. Further analysis of *jazQ* should provide new avenues to study how JA controls plant growth and development.

By exploiting *jazQ* phenotypes in a genetic suppressor screen, we identified *jazQ phyB* as a novel genotypic combination that uncouples growth-defense tradeoffs mediated by the JA signalling pathway. This major conclusion is based on the finding that *phyB* suppresses the growth restriction but not enhanced defense of *jazQ* leaves. Previous studies of phyB-JA crosstalk showed that decreased levels of the active form (Pfr) of phyB, as a consequence of either *phyB* mutation or exposure to shade light, compromises JA-mediated resistance to a broad spectrum of biotic attackers^5^,^31^,^32^. Recent molecular evidence further indicates that shade-triggered repression of JA-mediated defense in *Arabidopsis* involves stabilization of JAZs and reduced MYC activity^9^,^34^. Given these findings, a plausible mechanistic explanation for why *jazQ*-mediated leaf defense remains elevated in the presence of *phyB* is that one or more of the mutated *JAZ* genes in *jazQ* (*JAZ1/3/4/9/10*) are critical for suppressing JA-mediated defenses when levels of active phyB are reduced (for example, in the *phyB* genetic background). Consistent with this, analysis of the *jaz10-1* single mutant has shown that *JAZ10* is required for attenuation of JA-mediated defense by shade light^9^,^43^,^44^. Future studies are needed to ascribe specific functions to individual *JAZ* family members and, more generally, to better understand how light and defense perception pathways are integrated to achieve growth-balance in specific tissues.

A central premise underlying current views of growth-defense balance is that the production of defensive compounds and associated morphological structures is energetically costly. The ability of *jazQ phyB* leaves to grow and defend well at the same time provides evidence that JA-mediated growth-defense antagonism is not simply a consequence of ‘metabolic competition' that shunts resources to defense at the expense of growth^6^,^7^,^45^. Our data support an alternative (but not mutually exclusive) model, in which tradeoffs between growth and defense are orchestrated by a hormone-based transcriptional network that is hardwired to restrict growth upon activation of the JA signalling pathway. This interpretation is bolstered by an increasing number of molecular studies that have addressed to role of hormones in the intersection of growth and immunity^4^,^20^,^46^,^47^. In light of current theories regarding the costs of induced defense^45^, it remains to be determined whether growth inhibition resulting from genetic removal (for example, *jazQ*) or natural JA-induced degradation of JAZs provides a fitness benefit to the plant. It is conceivable, for example, that JA-mediated growth restriction enhances the plant's capacity to anticipate future threats or to cope with multiple-stress conditions^48^. This hypothesis predicts that simultaneous loss of phyB and JAZ, as major drivers of phenotypic plasticity, may reduce the fitness of *jazQ phyB* plants in natural environments because these plants lack the regulatory potential to adapt to complex and rapidly changing environments. Support for this idea comes from our RNA-seq data showing that the expression of genes involved in abiotic stress response is repressed in *jazQ phyB* (Supplementary Fig. 11). 

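A list of stress genes, named heat and cold here, was taken by symbol (HSP, HSFA, COR, LEA, ERD and RD families, 76 tested). It is wider than its name, since ERD and RD symbols stand for responses to drying. These genes made up 6 of the 717 genes called lower in *jazQ phyB* alone, against 2.6 from chance (odds ratio 2.61, 1-sided Fisher's exact test, adjusted p = 0.0514 over 9 tests). The threshold of 0.05 was passed with DESeq2 (odds ratio 3.28, adjusted p = 0.00746, Fisher's exact test), 2 genotypes in the fit (3.9, 0.0245), edgeR's exact test (3.18, 0.0127), no filter on low counts (3.49, 0.00874), at least 10 counts in every sample (2.71, 0.0454) and calls at 0.05 (2.81, 0.00788). It was also passed without WT replicate 1 (4.06, 0.0128) or *jazQ* replicate 1 (2.82, 0.0379). The odds ratio was 1.58 without WT replicate 3 and 1.59 without *jazQ phyB* replicate 3. In *jazQ phyB* 2 of these genes were called higher than in WT and 7 lower, the same numbers when adjusted over the list alone. In *phyB* 11 were higher and 5 lower (12 and 5). Compared directly, 4 were higher and 15 lower in *jazQ phyB* than in *phyB* (5 and 22). As a set they had a median log2 fold change of −0.0812 in *jazQ phyB*, 29 higher and 47 lower, with 3 of 3 libraries below WT (camera, adjusted p = 0.131; with fry, adjusted p = 0.02313). With TPM scaling it turned positive, at 0.0358 (camera, adjusted p = 0.0897), and it was −0.0508 without *jazQ phyB* replicate 2. *KIN1* (AT5G15960), a cold-induced gene, was among the 3 largest falls in *jazQ phyB* (of genes called, with at least 1 CPM in WT and no overlap between libraries), with 1.01 ± 0.42 CPM (SD, n = 3) against 6.67 ± 3.65 in WT (log2 fold change −2.62, SE 0.51, adjusted p = 0.00277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also lower in *phyB*, at 1.07 ± 0.466 CPM (log2 fold change −2.62, SE 0.54, adjusted p = 0.00322, edgeR). The *jazQ phyB* call was lost without WT replicate 2 (adjusted p = 0.0124, edgeR) or any *jazQ phyB* replicate (0.0101, 0.0131 and 0.0132).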

An important future direction will thus be to assess the reproductive fitness of these genotypes in the presence of various predators, competitors and abiotic stressors.

The ability to unlock growth-defense tradeoffs through relief of transcription repression may provide an approach to assemble plant traits in ways that have practical application in biotechnology and agronomy. One example concerns the use of exogenous JA to elicit the biosynthesis of commercially valuable plant secondary metabolites^49^,^50^. A significant bottleneck in JA-elicited production of these compounds, including the anti-cancer drug paclitaxel (taxol), is the loss of plant biomass resulting from JA-mediated growth inhibition^50^,^51^. The design of plants with increased flux through JA-responsive metabolic pathways without concomitant growth restriction could provide a solution to this problem. Similarly, unlinking growth-defense antagonism may be useful in cropping systems that increasingly depend upon high planting densities to maximize yield. Because the ratio of R:FR light perceived by canopy leaves decreases as planting densities increase, densely planted crops may become more susceptible insect pests and pathogens that are sensitive to JA-mediated defenses^31^,^32^. In demonstrating that *jazQ* and *phyB* can be combined to produce what is essentially a well-defended shade leaf, our results suggest a strategy to cultivate densely planted crops with less dependence on pesticides. The evolutionary conservation of light and defense signalling pathways suggest that the findings described here can readily be applied to most plant species using modern genetic approaches.

## Methods

### Plant material and growth conditions

*A. thaliana* Columbia ecotype (Col-0) was used as a WT parent for all experiments. Soil-grown plants were maintained at 20 °C (±1 °C) under 16 h at a light intensity of 120 μE m^−2^ s^−1^ and 8 h dark unless otherwise noted. For the first 10 day after seed sowing, trays containing potted plants were covered with a transparent plastic dome to increase humidity. For experiments involving growth of seedlings on agar plates, seeds were surface sterilized for 15 min in a solution containing 50% (v/v) bleach and 0.1% (v/v) Triton X-100, washed 10 times with sterile water and then stratified in dark at 4 °C for 2 days. Seeds were then sown on 0.7% (w/v) agar media containing half-strength Murashige and Skoog (MS; Caisson Labs) salts supplemented with 0.8% (w/v) sucrose. Transfer DNA (T-DNA) insertion mutants used for construction of *jazQ* were obtained from the *Arabidopsis* Biological Research Center (ABRC; The Ohio State University) and named as follows: *jaz1-2* (JIC-SM.22668), *jaz3-4* (GK-097F09), *jaz4-1* (SALK_141628), *jaz9-4* (GK-265H05) and *jaz10-1* (SAIL_92_D08). *jaz3-4* and *jaz9-4* lines were backcrossed to Col-0 to remove unlinked T-DNA insertions. *jaz10-1* was backcrossed to Col-0 to remove a *qrt1-2* mutation present in the SAIL lines^52^. *jaz4-1* and *jaz10-1* mutants have been described^23^,^53^. The *jazQ phyB* sextuple mutant was obtained from a genetic cross between *jazQ* and the *phyB* reference allele *phyB-9* (ref. 27). The higher-order *pifq* (*pif1-1/pif3-3/pif4-2/pif5-3*) and *dellaQ* (*gai-t6/rgat2/rgl1-1/rgl2-1/rgl3-1*) mutants have been described^54^,^55^.

### PCR analysis

PCR-based genotyping of *jazQ* and lower-order mutants relied on primer sets flanking T-DNA insertion sites, together with a third primer recognizing the border of the inserted T-DNA. 

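In the TAIR10.1 assembly *JAZ1* lies on chromosome 1 from 6621777 to 6623668, *JAZ3* on chromosome 3 from 6119707 to 6123044, *JAZ4* on chromosome 1 from 17931390 to 17934662, *JAZ9* on chromosome 1 from 26654529 to 26657350, and *JAZ10* on chromosome 5 from 4218786 to 4221077. The annotation gives 3 transcripts for *JAZ1*, *JAZ4* and *JAZ9*, 4 for *JAZ3* and 7 for *JAZ10*. Each of the 10 forward and reverse primers matches the genome at 1 place. The pair for *JAZ1* starts at 6621987 and ends at 6622468 and spans 482 bp. Its forward primer lies in the UTR or outside the transcript, and its reverse primer in the UTR or a coding exon, depending on the transcript. The *JAZ3* pair spans 652 bp from a coding exon at 6122079 to the UTR at 6122730. The *JAZ4* pair spans 972 bp from a border of exon and intron at 17933270 to a coding exon at 17934241. For *JAZ9* the pair spans 1030 bp from an intron at 26655407 to a coding exon at 26656436. For *JAZ10* it spans 585 bp from a coding exon at 4219084 to a coding exon or intron at 4219668. Products of these lengths mark alleles without an insertion.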

The forward, reverse, and border primers used were the following: *JAZ1* (At1g19180), 5′-ACCGAGACACATTCCCGATT-3′, 5′-CATCAGGCTTGCATGCCATT-3′, and 5′-ACGAATAAGAGCGTCCATTTTAGAG-3′; *JAZ3* (At3g17860), 5′-ACGGTTCCTCTATGCCTCAAGTC-3′, 5′-GTGGAGTGGTCTAAAGCAACCTTC-3′, and 5′-ATAACGCTGCGGACATCTACATT-3′; *JAZ4* (At1g48500), 5′-TCAGGAAGACAGAGTGTTCCC-3′, 5′-TGCGTTTCTCTAAGAACCGAG-3′, and 5′-TTGGGTGATGGTTCACGTAG-3′; *JAZ9* (At1g70700), 5′-TACCGCATAATCATGGTCGTC-3′, 5′-TCATGCTCATTGCATTAGTCG-3′, and 5′-CTTTGAAGACGTGGTTGGAACG-3′; *JAZ10* (At5g13220), 5′-ATTTCTCGATCGCCGTCGTAGT-3′, 5′-GCCAAAGAGCTTTGGTCTTAGAGTG-3′, and 5′-GTCTAAGCGTCAATTTGTTTACACC-3′. PCR with reverse transcription (RT–PCR) was used to confirm the presence or absence of *JAZ* transcripts in WT and *jazQ* plants. For this purpose, RNA was extracted from 8-day-old seedlings grown on MS plates containing 20 μM MeJA. Frozen tissue was homogenized with a mortar and pestle and RNA was extracted using an RNeasy kit (Qiagen) with on-column DNase (Qiagen) treatment. cDNA was reverse transcribed from 1 μg total RNA with a High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, ABI). RT–PCR was performed using primer sets designed to amplify the five *JAZ* genes and the internal control *ACTIN1* (At2g37620). The forward and reverse primer sets used were as follows: *JAZ1*, 5′-ATGTCGAGTTCTATGGAATGTTCTG-3′ and 5′-TCATATTTCAGCTGCTAAACCGAGCC-3′; *JAZ3*, 5′-ATGGAGAGAGATTTTCTCGGG-3′ and 5′-TTAGGTTGCAGAGCTGAGAGAAG-3′; *JAZ4*, 5′-ATGGAGAGAGATTTTCTCGG-3′ and 5′-CAGATGATGAGCTGGAGGAC-3′; *JAZ9*, 5′-ATGGAAAGAGATTTTCTGGGTTTG-3′ and 5′-TTATGTAGGAGAAGTAGAAGAGTAATTCA-3′; *JAZ10*, 5′-ATGTCGAAAGCTACCATAGAAC-3′ and 5′-GATAGTAAGGAGATGTTGATACTAATCTCT-3′; and *ACTIN1*, 5′-ATGGCTGATGGTGAAGACATTCAA-3′ and 5′-TCAGAAGCACTTCCTGTGAACAAT-3′. RT–PCR reactions were performed with the following conditions: 94 °C for 5 min, followed by 30 cycles of denaturation (45 s at 94 °C), annealing (30 s at 52 °C) and elongation (1.5 min at 72 °C). Final elongation step was performed at 72 °C for 10 min and completed reactions were maintained at 12 °C. Forty elongation cycles were used to detect the *JAZ4* transcripts, which accumulate at low levels in WT plants^56^.

### Root growth assays

The effect of exogenous JA on seedling root growth inhibition was determined by growing seedlings on square Petri plates (Fisher) containing MS medium supplemented with the indicated concentration of methyl-JA (MeJA; Sigma-Aldrich)^57^. Plates were incubated vertically in a growth chamber maintained at 21 °C under continuous light for 8 days. Primary root length was measured using the ImageJ software (http://imagej.nih.gov/ij/). WT and mutant lines were grown on the same plate to control for plate-to-plate variation.

### Quantification of secondary metabolites

Anthocyanins were quantified using established procedures^58^, with the following modifications. Petioles were excised from 4-week-old plants and extracted in 1 ml MeOH containing 1% (v/v) HCl. Samples were incubated overnight at 4 °C with constant agitation. Anthocyanin pigments in the resulting extract were measured spectrophotometrically and calculated as A_530_−0.25(A_657_) g^−1^ fresh weight. Glucosinolates were quantified using 8-day-old seedlings grown on solid MS medium^59^. Seedlings were collected into 2 ml tubes (∼50 seedlings per tube) and immediately frozen in liquid nitrogen. WT and mutant lines were grown on the same plate to avoid plate-to-plate variation. Frozen tissue was lyophilized, ground to a fine powder and extracted with 1 ml 80% MeOH containing an internal standard (25 nmol sinigrin, Sigma-Aldrich). Samples were briefly vortexed, incubated at 75 °C for 15 min, and then centrifuged at 23 °C at 10,000*g* for 10 min. Resulting supernatants were applied to Sephadex A-25 columns (Amersham). Glucosinolates were released from the columns as desulfoglucosinolates with a solution containing 30 μl of aryl sulfatase (3.0 mg ml^−1^; Sigma) and 70 μl water (high-performance liquid chromatography grade). Following an overnight incubation in the dark at 23 °C, samples were eluted from the columns with 200 μl 80% MeOH and 200 μl water. Samples were then lyophilized to complete dryness and re-dissolved in 100 μl water. Desulfoglucosinoaltes were detected by high-performance liquid chromatography^59^. Compound abbreviations in Fig. 1c correspond to the following: 3MSP, 3-methylsulfinylpropylglucosinolate; 4MSB, 4-methylsulfinylbutylglucosinolate; 7MSH, 7-methylsulfinylheptylglucosinolate; 4MTB, 4-methylthiobutylglucosinolate; 8MSO, 8-methylsulfinyloctylglucosinolate; I3M, indol-3-ylmethylglucosinolate; 4MI3M, 4-methoxyindol-3-ylmethylglucosinolate; 1MI3M, 1-methoxyindol-3-ylmethylglucosinolate and 8MTO, 8-methylthiooctylglucosinolate.

### Insect-feeding assays

Insect-feeding assays were performed with soil-grown plants maintained in a growth chamber at 19 °C and a photoperiod of 8 h light (120 μE m^−2^ s^−1^) and 16 h dark. Neonate *Trichoplusia ni* larvae (Benzon Research) were transferred to the centre of fully expanded rosette leaves of 6-week-old plants^60^. Four larvae were reared on each of 12 plants per genotype. Plants were then covered with a transparent dome and returned to the chamber for 10 days, after which larval weights were measured.

### Growth and flowering time measurements

Three-to-four week-old soil-grown plants were used for all measurements (typically 10 plants per measurement), unless indicated otherwise. Petiole length of the third true leaf was measured with a caliper after leaf excision. Bolting time was measured in a separate set of plants by counting the number of true leaves on the main stem and the number of days from sowing until bolting (that is, floral buds visible in the centre of the rosette). The same set of plants was subsequently used to assess the length of time to opening of the first flower. Rosette diameter and leaf area were determined by photographing rosettes from the top with a Nikon D80 camera. The resulting images were used to calculate Feret diameter using ImageJ analysis. Total leaf area was determined with GIMP software (http://www.gimp.org). Leaf dry weight was determined by weighing excised rosettes (without roots) after freeze drying for 2 days in a lyophilizer.

### *jazQ* suppressor screen and identification of *sjq11*

Approximately 50,000 *jazQ* seeds were mutagenized by immersion in a solution of 0.1% or 0.2% (v/v) EMS (Sigma-Aldrich) for 16 h at room temperature, with constant agitation. Seeds (M_1_ generation) were thoroughly washed with H_2_O, stratified in the dark at 4 °C for 2 days and then immediately sown on soil. M_2_ seed was collected from 16 pools of self-pollinated M_1_ plants (approximately 1,000 M_1_ plants/pool). Soil-grown M_2_ plants (∼2,000 plants/pool) were visually screened for individuals having a larger rosette size than *jazQ*. Putative *sjq* (*suppressors of the jazQ*) mutants were rescreened in the M_3_ generation to confirm heritability of phenotypes. Insight into the causal mutation in *sjq11* came from the observation that *sjq11* seedlings grown on MS medium in continuous white light for 3 days have elongated hypocotyls. Subsequent hypocotyl growth assays in monochromatic red light^61^ confirmed a defect in red-light signalling. Briefly, *sjq11* (M_3_ generation) and control seeds were plated on MS medium lacking sucrose and stratified at 4 °C in dark for 2 days. Mutant and control lines were grown on the same plate to control for plate-to-plate variation. A 3 h pulse of white light was then administered to improve synchronous seed germination. Plates were then returned to darkness for one d at 21 °C and then transferred to a monochromatic light-emitting diode chamber outfitted to emit red light (670±20 nm; 25 μE μE m^−2^ s^−1^). As a control, a set of plates containing each genotype was maintained in darkness. Following 3 days of growth, seedling hypocotyls were measured by ImageJ software analysis of scanned images. Allelism tests performed with F_1_ seedlings (obtained from the cross between *sjq11* and *phyB-9*) revealed a lack of genetic complementation. Finally, sequencing of the *PHYB* gene (AT2G18790) in *sjq11* revealed a C→T transition that introduces a stop codon in a region of the gene that encodes the chromophore-binding domain of phyB.

### Gene expression profiling

Global gene expression profiling in 8-day-old whole seedlings (Col-0 WT, *jazQ*, *phyB-9*, *jazQ phyB-9*) was assessed by mRNA sequencing (RNA-seq) performed on the Ilumina HiSeq 2000 platform. Seedlings were grown in continuous light on solid MS medium supplemented with sucrose. For each replicate sample, ∼200 seedlings were harvested for RNA extraction. WT and mutant seedlings were grown on the same plate to minimize plate-to-plate variation. Three independent RNA samples (biological replicates) were sequenced per genotype. Total RNA was isolated as described above and RNA integrity was assessed with a 2100 Bioanalyzer (Agilent Technologies). All samples utilized had an integrity score of at least 7.0. Single-end (50 bp) sequencing was performed at the Michigan State University Research Technologies Service Facility (https://rtsf.natsci.msu.edu). Barcoded sequencing libraries were constructed using the Illumina RNAseq kit according to the manufacturer's instructions and were multiplexed in six libraries per lane. The average number of sequencing reads was 18.4±4.3 million per sample. Raw sequencing reads were assessed with Illumina quality control tools filters and FASTX toolkit (http://hannonlab.cshl.edu /fastx_toolkit/). Reads were mapped to gene models in TAIR10 with the program RSEM (version 1.2.11) set for default parameters^62^. Data was expressed as transcripts per million. The average transcripts per million±s.e.m. for all *Arabidopsis* genes is provided in Supplementary Data 1. DESeq (version 1.18.0) (ref. 63) was used to normalize expected counts from RSEM and to assess differential gene expression by comparing normalized counts in WT to those in a particular mutant. Gene ontology (GO) analysis of enriched functional categories was performed using BiNGO (version 2.44) (ref. 64). The hypergeometric test with Benjamini & Hochberg's FDR correction was used to calculate over- and underrepresented GO categories among differentially expressed genes, using a *P* value<0.05.

For wounding experiments, 3-week old soil-grown seedlings were wounded twice across the midvein of four leaves (leaves 3–6, counted from first rosette leaf). After 1 h, the wounded leaves of two plants were pooled and immediately frozen in liquid nitrogen. Equivalent leaves of two unwounded plants were pooled and collected as controls. The experiment was independently replicated twice, with each experiment consisting of 3–4 biological replicates. Frozen tissue was homogenized with a TissueLyser II (Qiagen) and RNA was extracted using an RNeasy kit (Qiagen) with on-column DNase (Qiagen) treatment, as per the manufacturer's instructions. RNA quality was assessed by *A*_*260*_/*A*_*280*_ ratios using a ND-1000 UV Nanodrop spectrophotometer (Thermo Scientific). cDNA was reverse transcribed using a High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, ABI), as per the manufacturer's instructions, and cDNA was diluted to 0.5 ng μl^−1^ with nuclease-free water. Quantitative real-time PCR reactions consisted of 5 μl of 2 × Power SYBR Green (ABI) master mix, 2 ul diluted cDNA template (1 ng total), 1 μl 5 uM forward and reverse primers, and nuclease-free water for 10 μl total reaction volume. The forward and reverse primers used were the following: *PP2A*, 5′-AAGCAGCGTAATCGGTAGG-3′ and 5′-GCACAGCAATCGGGTATAAAG-3′; *AOS*, 5′-GGAGAACTCACGATGGGAGCGATT-3′ and 5′-GCGTCGTGGCTTTCGATAACCAGA-3′; *LOX3*, 5′-GCTGGCGGTTCGACATG-3′ and 5′-GCCATTCCTCTGCGAATTAGA-3′; and *MYC2*, 5′-AGAAACTCCAAATCAAGAACCAGCTC-3′ and 5′-CCGGTTTAATCGAAGAACACGAAGAC-3′. Reactions were run on an ABI 7500 Fast qPCR instrument with the following conditions: 95 °C for 10 min, then 40 cycles of 15 s at 95 °C for denaturation and 60 s at 60 °C for annealing and polymerization. A dissociation curve was performed at the end of each reaction to confirm primer specificity using default parameters (15 s at 95 °C, 60 s at 60 °C–95 °C in 1 °C increments, and 15 s at 95 °C). Target gene expression was normalized to the expression of *PP2a*, which is stable under JA-inducing conditions^13^. The normalization incorporated primer efficiencies determined for each primer pair using LinRegPCR v2012.0 (ref. 65) from the log-linear phase of each amplification plot.

### Overexpression of *PIF4* in the *jazQ* background

The *35S::PIF4*-TAP overexpression construct^66^ was kindly provided by Dr Michael Thomashow (Michigan State University). Transformation of *jazQ* plants with *Agrobacterium tumefaciens* (strain C58C1) was performed using the flower dip method^67^. Multiple independent transformed lines (T1 generation) were selected on MS plates containing gentamycin and transferred to soil for subsequent analysis. Homozygous lines were selected by testing the T3 progeny for gentamycin resistance.

### Photosynthesis measurements

Gas exchange measurements were performed with plants grown in plastic containers (‘Cone-tainers', Steuwe and Sons, Tangent, OR, USA) on an 8 h light (19 °C)/ 16 h dark (16 °C) photoperiod and 120 μmol m^−2^ s^−1^ photosynthetic photon flux density (PPFD)^40^,^68^. Single mature rosette leaves (attached) from 8- to 10-week-old plants were used to obtain CO_2_ response curves on a LI-6400XT system (LI-COR Biosciences, Lincoln, NE, USA) outfitted with a standard leaf chamber (chamber area=6 cm^2^). Leaves were supplied with an artificial air mixture consisting of 20% O_2_, 80% N_2_, and 400 ppm CO_2_ at intensity of light 500 μmol m^−2^ s^−1^. Leaf temperature was maintained at ∼20 °C (block temperature set to 18 °C). Leaves were acclimated under this condition for at least 30 min before the start of each experiment. Assimilation rates were normalized to projected leaf area as measured by image analysis with the GIMP software. Area- and whole-plant-based photosynthesis and respiration was determined at four time points of the *Arabidopsis* growth cycle using plants grown under short-day conditions^40^.

*In situ* chlorophyll fluorescence measurements were performed in a Percival AR41L2 (Geneva Scientific, http://www.geneva-scientific.com) refitted as a Dynamic Environment Photosynthesis Imager (DEPI) system^13^,^38^. Images were processed using visual phenomics software^69^. The quantum yield of PSII (ΦII) was calculated as (*F*'_M_−*F*_S_)/*F*'_M_, where *F*_S_ is the steady-state fluorescence and *F*'_M_ is the fluorescence maximum at steady state. Statistical analysis of the ΦII data is provided in Supplementary Fig. 12.

### Leaf thickness measurements

Leaf cross sections obtained from the 5th leaf of 22-day old rosette leaves were examined under an Olympus FluoView FV1000, Confocal Laser Scanning Microscope (Olympus, NJ, USA) in the Center for Advanced Microscopy, Michigan State University. Leaf thickness was measured as the distance between the abaxial and adaxial surfaces of the leaf^40^.

### Measurement of total chlorophyll and Rubisco

Chlorophyll was extracted from 54-d old *Arabidopsis* rosette leaves with 96% ethanol. Absorbance of the extracted chlorophyll was measured spectrophotometrically at 665 nm and 649 nm and the total chlorophyll was calculated using the following equation: Chl_a_+Chl_b_=(13.95*A*_665_–6.88*A*_649_)+(24.96*A*_649_–7.32*A*_665_)^70^. Total protein was extracted from 54-d old *Arabidopsis* rosette leaves using a Plant Total Protein Extraction Kit (Sigma-Aldrich, MO, USA). A modified Lowry Assay was performed to measure the total protein concentration in the extract and the purity and quality of the extracted protein were determined by denaturing polyacrylamide gel electrophoresis. Equal amounts of total protein were loaded onto an automated capillary-based size western blotting system (ProteinSimple Wes System, San Jose CA, USA). All procedures were performed with manufacturer's reagents according to their user manual. Protein separation and immunodetection were performed automatically on the individual capillaries using the default settings. Antibodies raised against the large subunit of Rubisco (rabbit, AS03 037; Agrisera, Sweden; dilution used 1:650) were used to detect Rubisco in each protein sample. For quantification, all subsequent data generated was analysed with Compass Software provided by manufacturer (ProteinSimple, San Jose CA). Peak heights of the fluorescence signals were used to calculate relative differences of Rubisco concentration between samples. Rubisco concentration per unit leaf area was calculated based on the total protein concentration and measurements of leaf area per unit mass.

### Data Availability

RNA sequencing data is deposited at the National Center for Biotechnology Information Gene Expression Omnibus (GEO) as series record GSE79012. The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information files or are available from the corresponding author upon request.

## Additional information

**How to cite this article**: Campos, M. L. *et al*. Rewiring of jasmonate and phytochrome B signalling uncouples plant growth-defense tradeoffs. *Nat. Commun.* 7:12570 doi: 10.1038/ncomms12570 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-12, Supplementary Tables 1-2 and Supplementary References

Supplementary Data 1 Full dataset comprising RNAseq and gene onthology (GO) analysis performed on WT, *jazQ*, *phyB* and *jazQ phyB* seedlings

Peer Review File

## Figures and Tables

**Figure 1:**
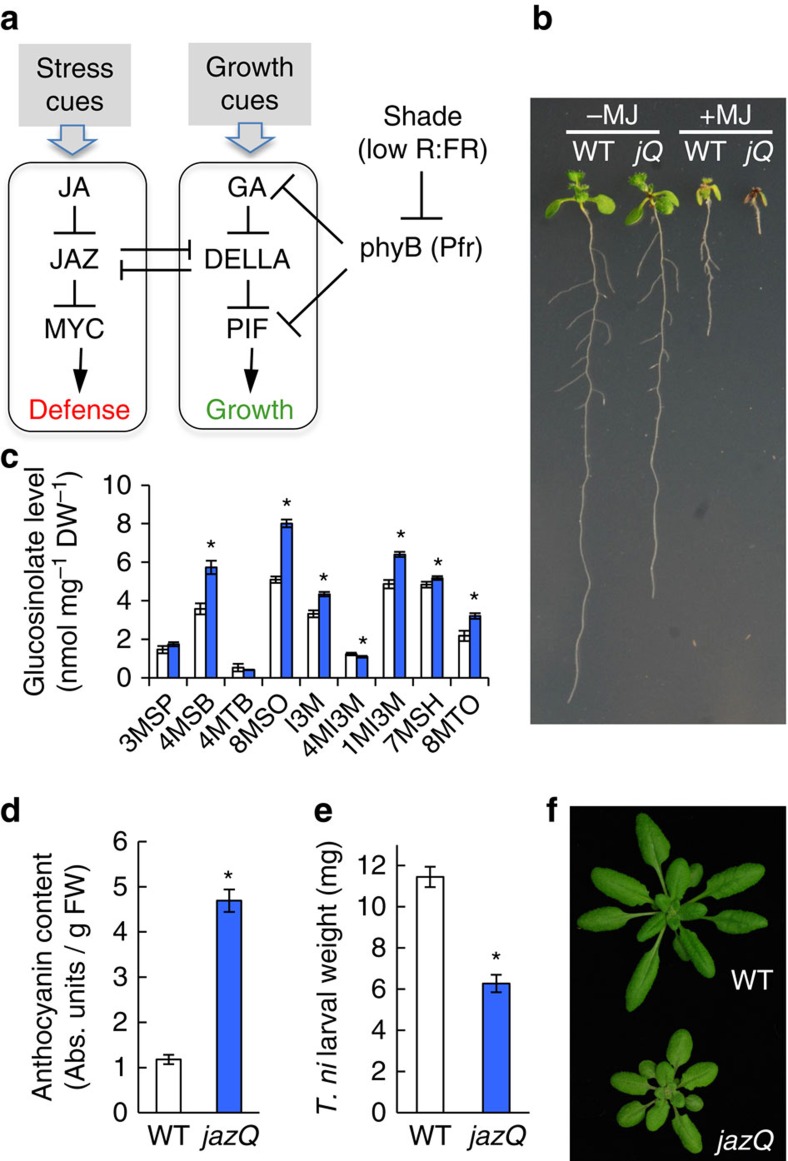
A *jaz* quintuple mutant exhibits reduced growth and enhanced defense. (**a**) Simple model of the JA-GA signalling network that governs growth and defense. (**b**) Photograph of WT and *jazQ* (*jQ*) seedlings grown in the absence or presence of 25 μM MeJA (MJ). (**c**) Accumulation of glucosinolates in WT (open bar) and *jazQ* (blue) seedlings. Compound abbreviations are listed in Methods section. (**d**) Anthocyanin accumulation in petioles of 4-week-old plants. (**e**) *Trichoplusia ni* weight after feeding on WT (33 larvae) and *jazQ* (38 larvae) plants for 10 days. (**f**) Photograph of 4-week-old soil-grown WT and *jazQ* plants. Data in all graphs represent the mean±s.e.m. of at least 10 biological replicates. Asterisks in **c**–**e** denote significant differences between WT and *jazQ* at *P*<0.05 (Student's *t*-test).

**Figure 2:**
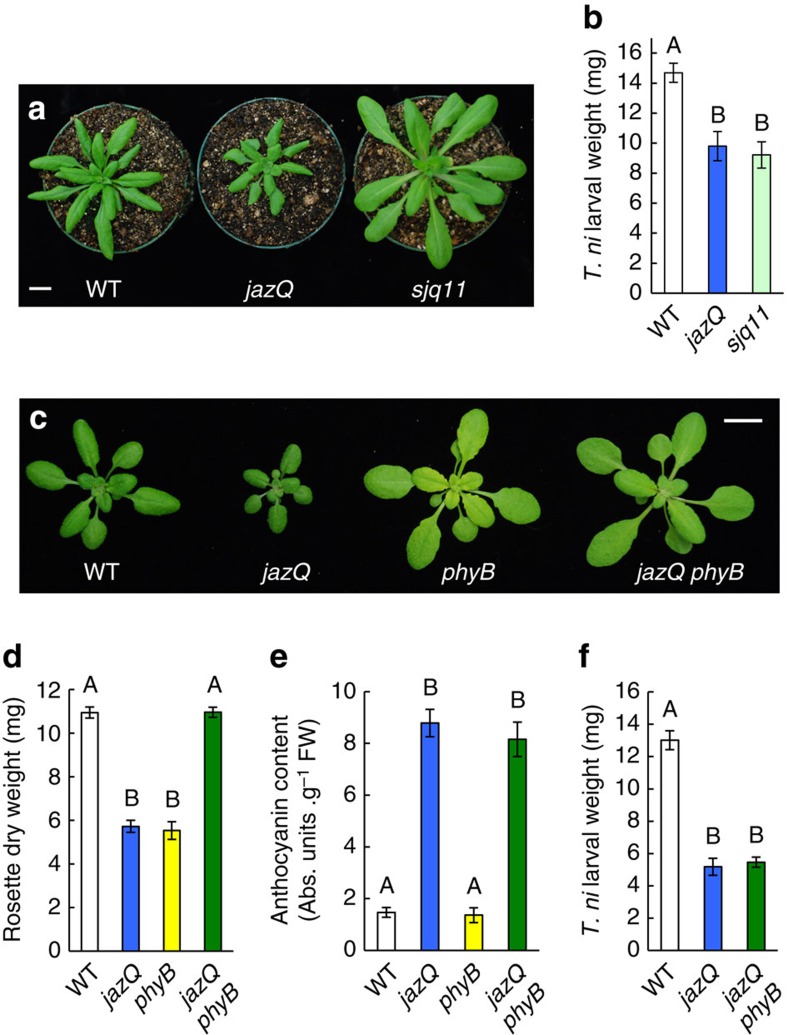
The combination of *jazQ* and *phyB* promotes robust growth of well-defended leaves. (**a**) Photograph of five-week-old WT, *jazQ* and *sjq11* plants, the latter of which is a suppressor mutant of *jazQ* harbouring a null mutation in *PHYB*. (**b**) *Trichoplusia ni* weight after feeding for 10 day on WT (31 larvae), *jazQ* (31 larvae) and *sjq11* (37 larvae) plants. Data show the mean±s.e.m. of at least 12 independent replicates. (**c**) Photograph of four-week-old plants grown in soil. (**d**,**e**) Rosette dry weight and anthocyanin accumulation in petioles, respectively. Data show the mean±s.e.m. of 10 plants per genotype. (**f**) *T. ni* weight after feeding for 10 days on WT (23 larvae), *jazQ* (29 larvae) and *jazQ phyB* (27 larvae) plants. Data show the mean larval weight±s.e.m. of insects reared on 12 plants per host genotype. Capital letters denote statistical differences according to Tukey HSD-test (*P*<0.05). Scale bars, 1 cm.

**Figure 3:**
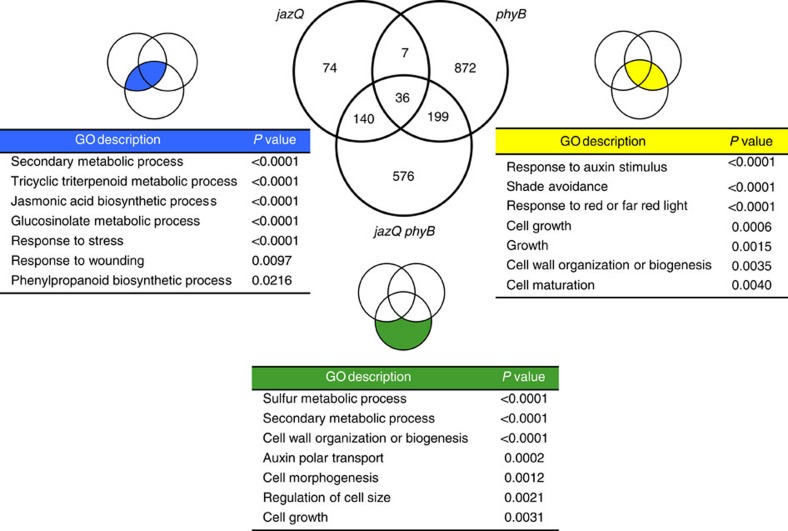
*jazQ* and *phyB* interact to promote expression of both growth and defense genes. WT, *jazQ*, *phyB* and *jazQ phyB* seedlings were grown for 8 days in continuous white light before RNA extraction and analysis of gene expression by mRNA sequencing. The Venn diagram shows the number of genes upregulated in comparisons between WT and each of the three mutants. GO analysis of functional categories was performed with gene sets that are shared between *jazQ* and *jazQ phyB* (blue intersect), shared between *phyB* and *jazQ phyB* (yellow intersect), or unique to *jazQ phyB* (green shade). See Supplementary Data 1 for detailed expression data and GO analysis.

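With the calls made from the counts, 50 genes were higher in *jazQ* alone and 786 in *phyB* alone, of which 48 were called lower in *jazQ phyB* and 3 lower in *jazQ*. In the counts for overlaps of any 2 mutants given at the claims, the genes shared by all 3 are included. Of the 786 genes higher in *phyB* alone, 161 had a called interaction against the *phyB* effect. Their median log2 fold change was 0.0842 in *jazQ phyB* and 0.437 for the sum of the single mutants, over all 786. Selection on *phyB* alone may give part of this gap: in 20 simulations with *jazQ phyB* equal to the sum, run after the result was seen, the medians were 0.224 to 0.255 and 0.342 to 0.393. The simulated sets held 298 to 378 genes, fewer than the 786 here.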

**Figure 4:**
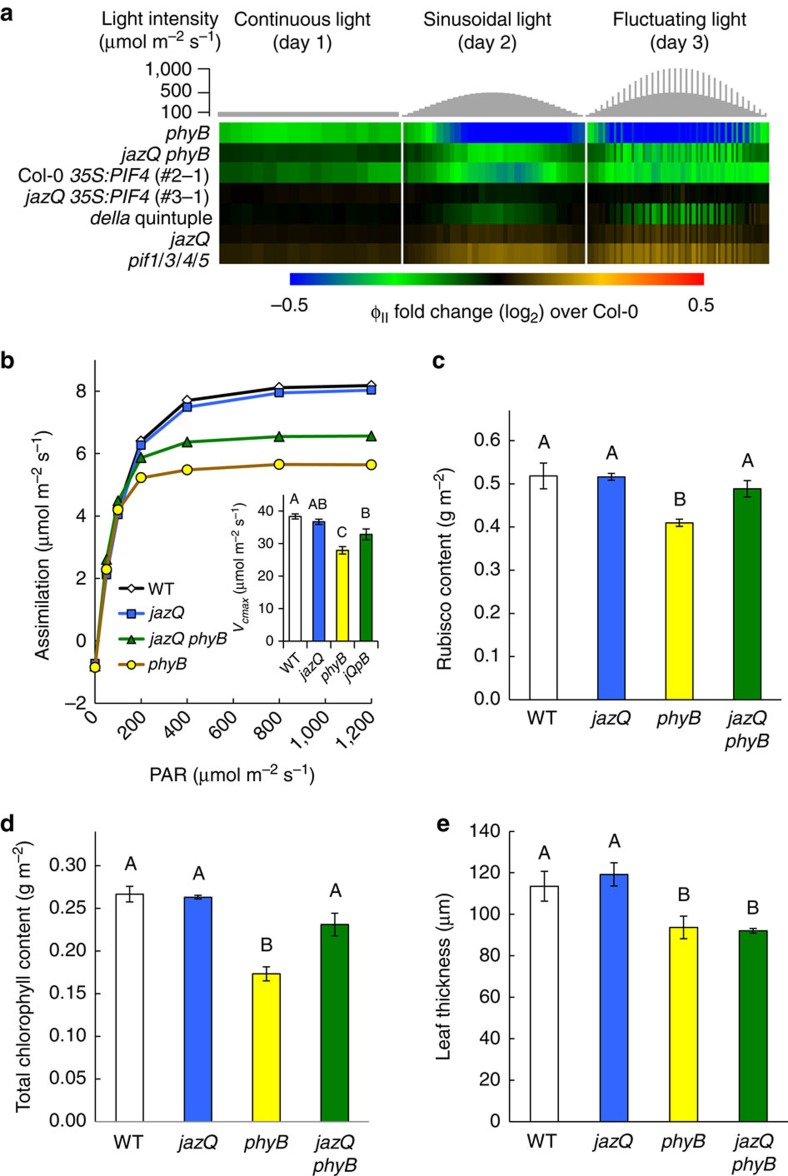
*jazQ* and *phyB* interact to modulate photosynthesis and leaf architecture. (**a**) Heat map of photosystem II quantum efficiency (Φ_II_) in response to varying light regimes. Chlorophyll fluorescence values for the indicated mutants were normalized to Col-0. Plants were exposed to three consecutive 16 h day^−1^ light regimes: constant light (day 1, left); sinusoidal increase and decrease in light intensity (day 2, middle); and sinusoidal light with higher intensity pulses (day 3, right). Statistical analysis of data is shown in Supplementary Fig. 12. (**b**) Photosynthetic rate in response to increasing light measured by gas exchange in 6–9 plants per genotype. Inset shows nonlinear curve-fitting to model the maximum velocity of Rubisco determined from foliage photosynthetic rates in response to increasing CO_2_. (**c**) Rubisco and (**d**) total chlorophyll concentration in leaves from 54-days-old plants (*n*=4). (**e**) Thickness of 22-day-old rosette leaves (*n*=4). In **b**–**e**, data show the mean±s.e.m., and capital letters indicate statistical difference at *P*<0.05 (Tukey HSD-test). In **d**, WT and *jazQ phyB* means are different at *P*<0.1.

# Supplementary material for: Rewiring of jasmonate and phytochrome B signalling uncouples plant growth-defense tradeoffs
**Source:** Nat Commun. 2016 Aug 30;7:12570. doi: 10.1038/ncomms12570
**Supplement:** Supplementary Information — Supplementary Figures 1-12, Supplementary Tables 1-2 and Supplementary References

## Supplementary Information for Campos *et al.*

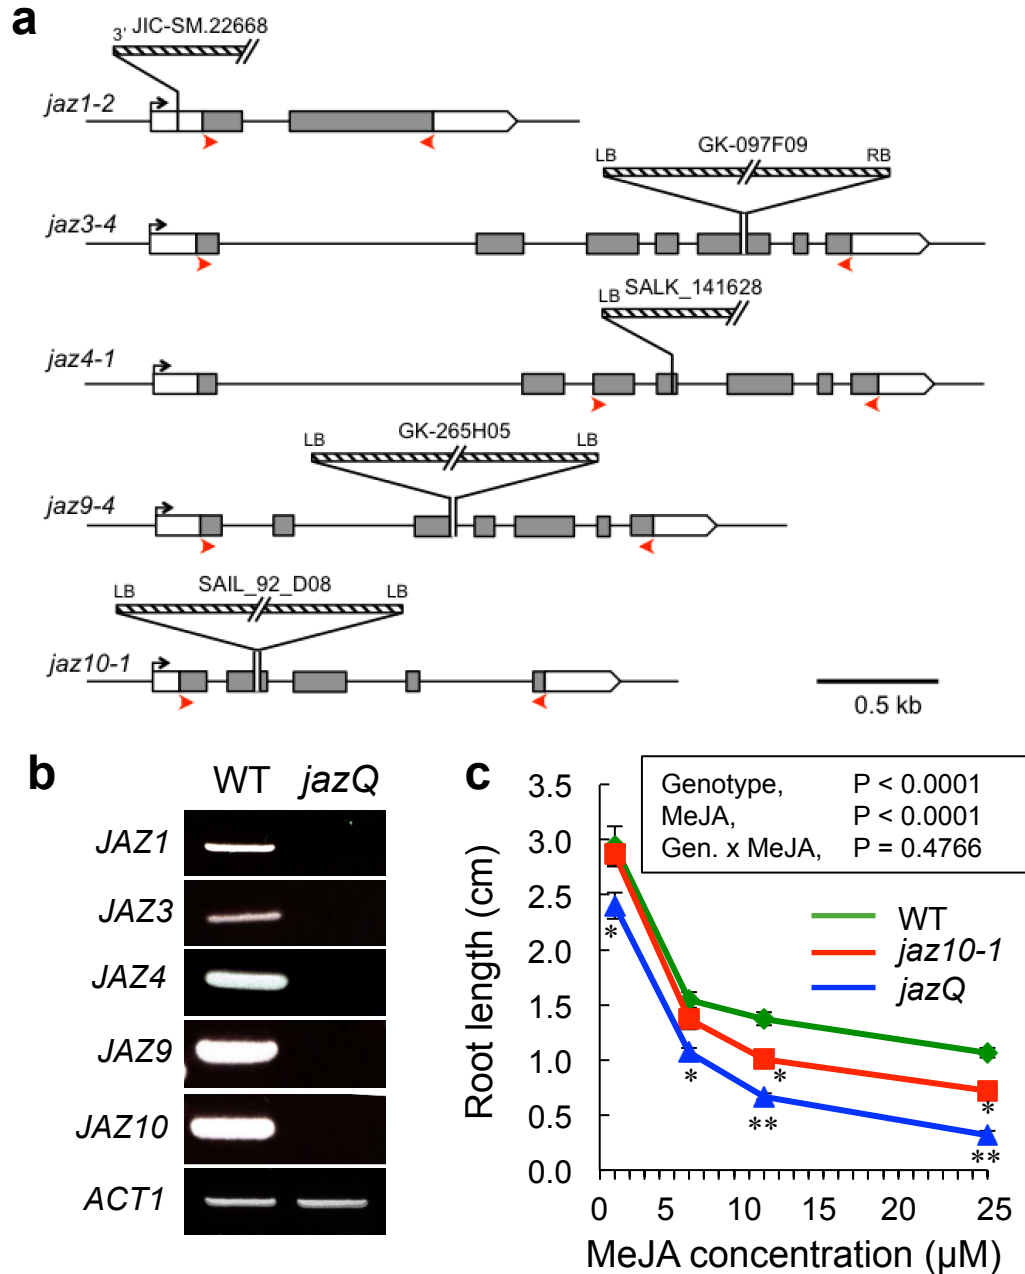

**Supplementary Figure 1. A *jaz* quintuple (*jazQ*) mutant is highly sensitive to JA.** **a**, Schematic of T-DNA insertion lines used for construction of *jazQ*. The organization of each *JAZ* gene is depicted by white and grey boxes representing untranslated regions (UTRs) and exons, respectively. The identity and position of the T-DNA insertion is shown. Red arrows show the position of primers used to test expression by RT-PCR. **b**, RT-PCR analysis of *JAZ* gene expression in WT and *jazQ*. RNA was obtained from seedlings grown for eight d on plates containing 25  $\mu$ M MeJA. The *ACTIN1* gene (*ACT1*, At2g37620) was used as a positive control. **c**, Root length of WT, *jaz10-1*, and *jazQ* mutant seedlings grown for eight d on MS medium supplemented with 5, 10 or 25  $\mu$ M MeJA. Control seedlings were grown in the absence of MeJA (0  $\mu$ M). Data show the mean  $\pm$  s.e. of measurements on at least 12 seedlings per genotype. P-values are shown for two-way ANOVA comparisons (inset). Asterisks represent statistical difference between mutant and WT according to Tukey HSD test ( $P < 0.05$ ). Single asterisks denote a significant difference between mutant and WT, whereas double asterisks denote a significant difference between *jaz10-1* and *jazQ* at a given concentration of MeJA.

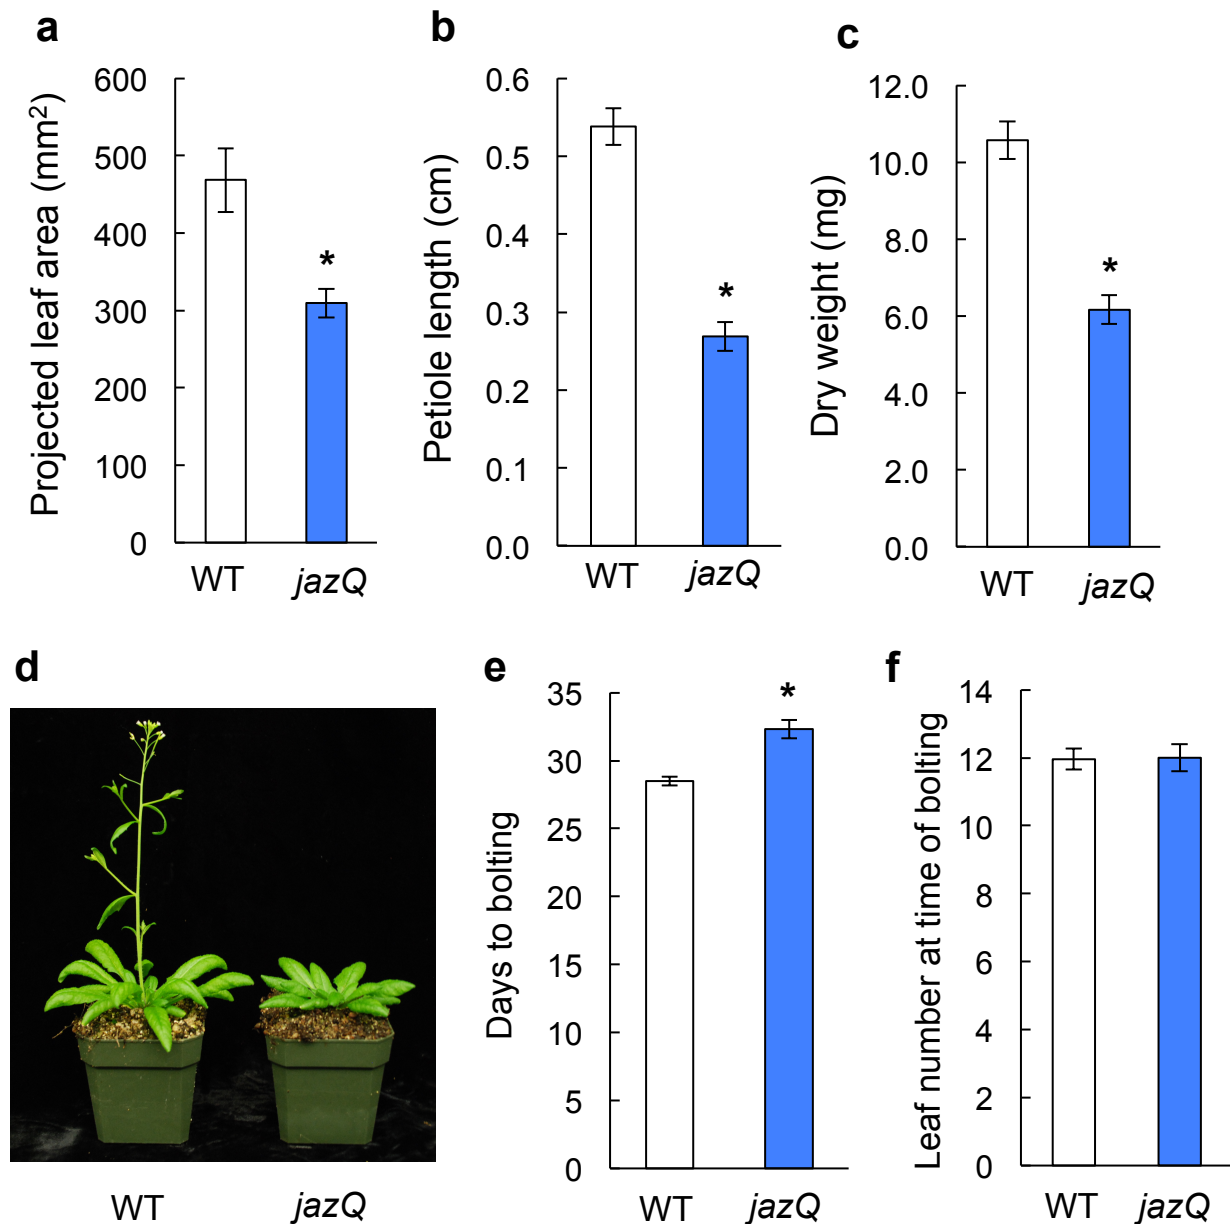

**Supplementary Figure 2. Vegetative and reproductive phenotypes of *jazQ*.** **a**, Projected leaf area of WT and *jazQ* plants. **b**, Petiole length of the third true leaf. **c**, Rosette biomass of 21-d-old soil-grown plants. **d**, Photograph of 30-d-old WT and *jazQ* plants. **e**, Bolting time of WT and *jazQ*. **f**, Number of rosette leaves at the time of bolting. Data show the mean  $\pm$  s.e. of least 20 (panel **a**), 10 (panels **b** and **c**), and 12 (panels **e** and **f**) plants per genotype. Asterisks represent statistical difference between WT and *jazQ* (Student's T-test,  $P < 0.05$ ).

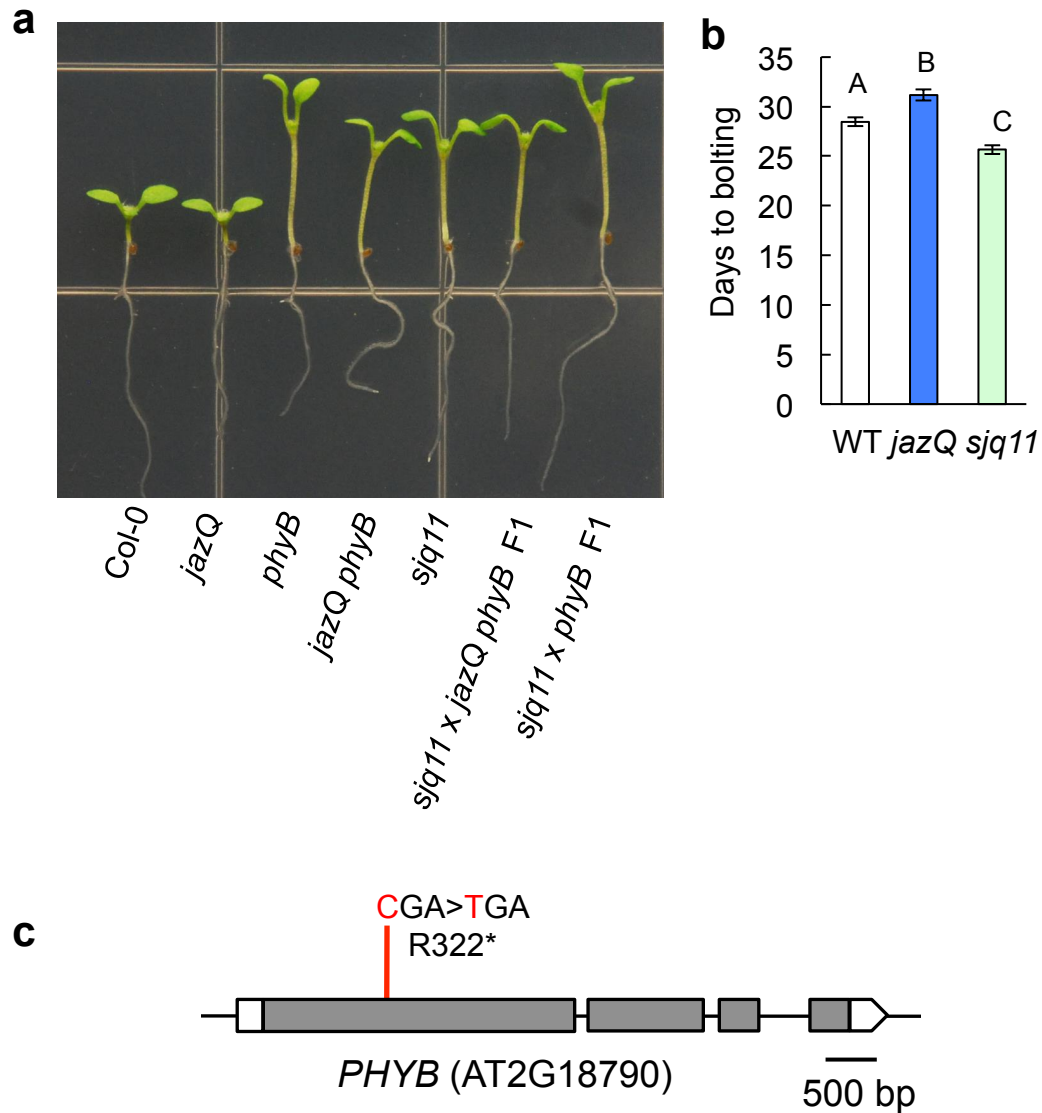

**Supplementary Figure 3. The *sjq11* suppressor mutant harbors a null mutation in *PHYB*.** **a**, The *sjq11* mutant is allelic to *phyB-9*. Seedlings of the indicated genotype were grown for 5 d (after germination) on MS medium under constant white light ( $\sim 80 \mu\text{E m}^{-2} \text{s}^{-1}$ ). The two seedlings on the far right are F1 plants derived from the indicated genetic cross. **b**, Number of days to bolting. Data show the mean  $\pm$  standard error (s.e.) of at least 12 independent replicates. Letters indicate statistical differences between genotypes (Tukey HSD-test,  $P < 0.05$ ). **c**, Schematic representation of the *PHYB* gene in *sjq11*. Sequence analysis identified a cytosine (C) to thymine (T) transition that creates a TGA nonsense mutation at the CGA codon for R322. This mutation is predicted to truncate the PHYB apoprotein in the chromophore-binding GAF domain and thus is likely a null mutation.

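*PHYB* lies on the + strand of chromosome 2 in the TAIR10.1 assembly, from 8139756 to 8144461. The codon for R322, CGA, lies in coding exon 1 at 8141042 to 8141044, in the sequence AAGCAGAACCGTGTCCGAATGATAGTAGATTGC. The change C964T, counted from the first base of the coding sequence, turns this codon into a stop. The *sjq11* line was not among the genotypes sequenced as RNA, where *phyB-9* was used.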

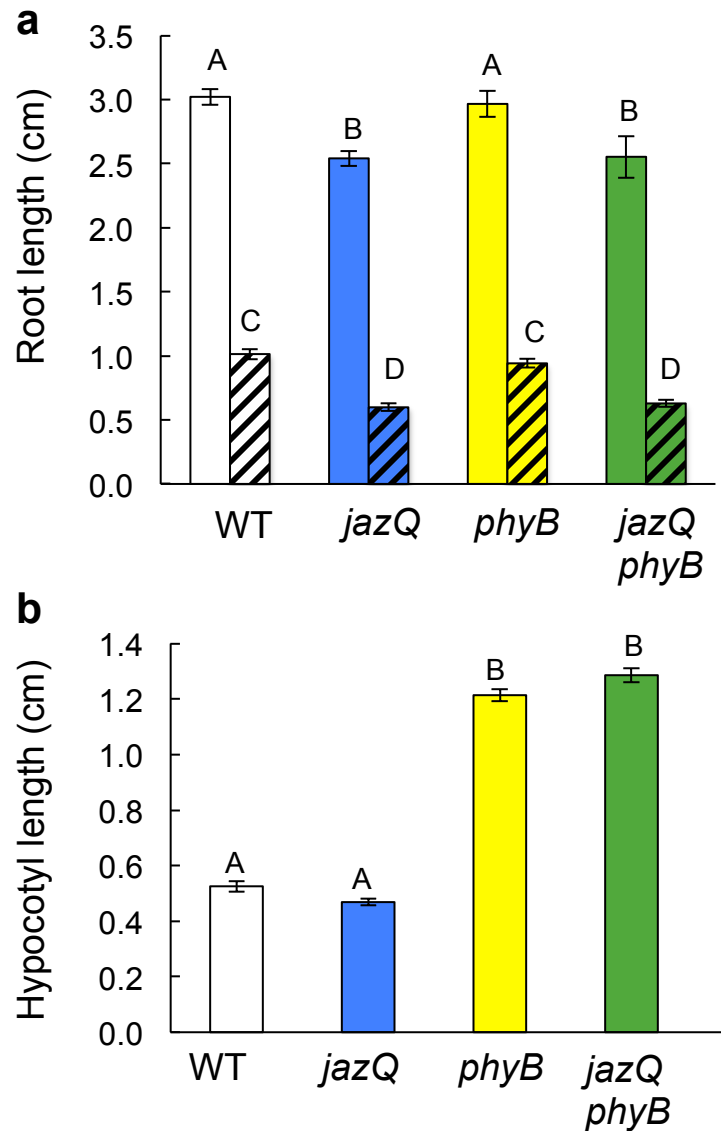

**Supplementary Figure 4. *jazQ phyB* plants retain the JA hypersensitivity and red-light insensitivity of *jazQ* and *phyB*, respectively.** **a**, Root length of WT, *jazQ*, *phyB*, and *jazQ phyB* seedlings grown for eight d on MS medium supplemented (hatched bar) or not (open bar) with 20  $\mu$ M MeJA. Data show the mean  $\pm$  s.e. of at least 12 seedlings per genotype. **b**, Seedlings of the indicated genotype were grown for three d on MS medium in continuous red light at a fluence rate of 25  $\mu$ E m<sup>-2</sup> s<sup>-1</sup>. Data show the mean  $\pm$  s.e. of hypocotyl length measurements of at least 20 seedlings per genotype. In both panels **a** and **b**, capital letters denote statistical difference at  $P < 0.05$  (Tukey HSD-test).

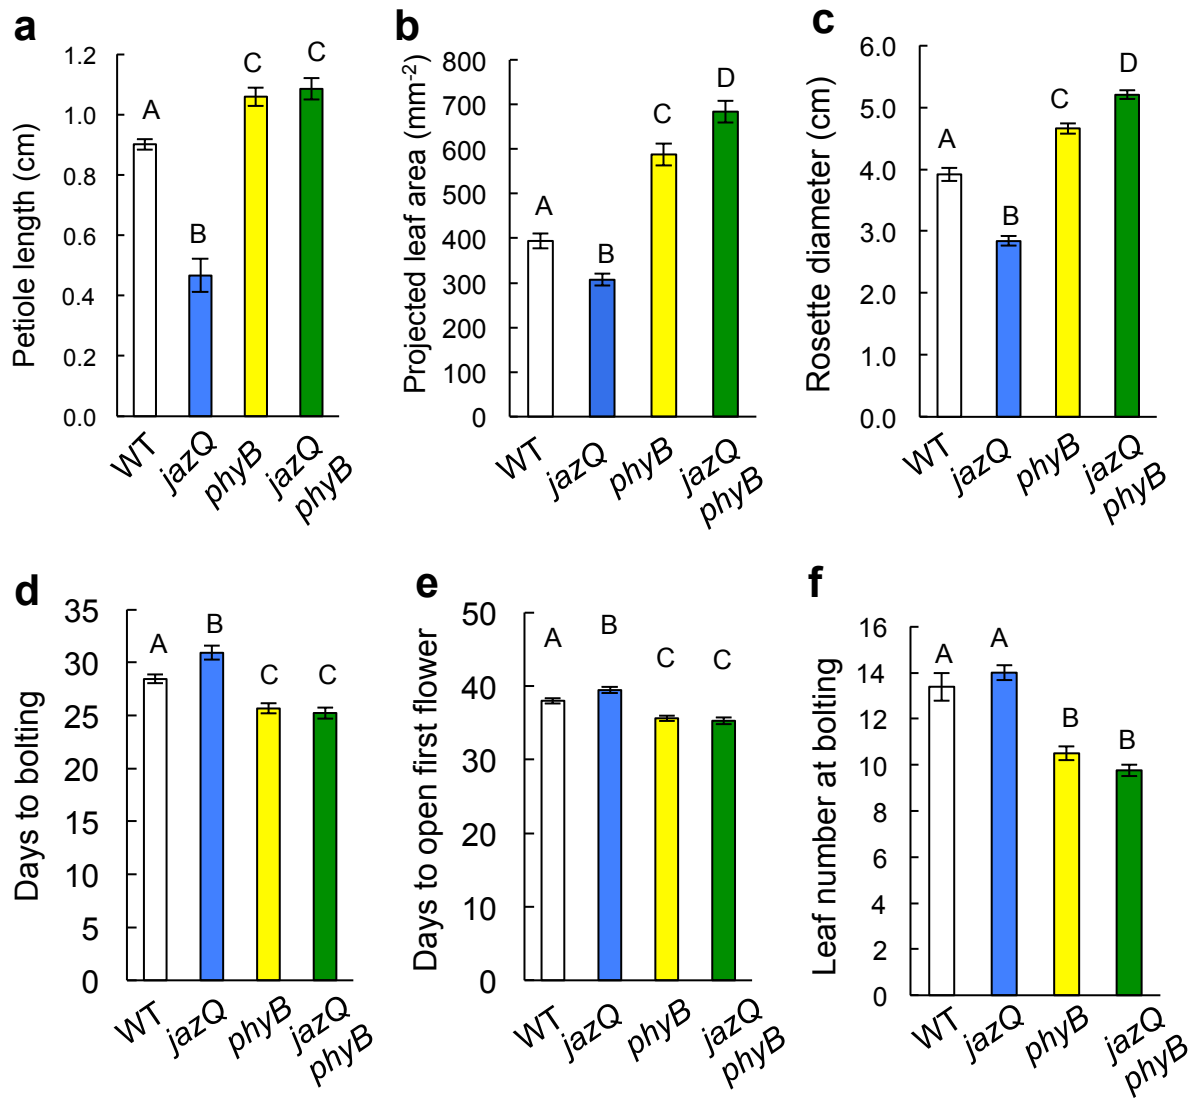

**Supplementary Figure 5. *phyB* is epistatic to *jazQ* with respect to several growth parameters.** **a**, Petiole length measured on third true leaf of 21-d-old plants. **b**, Projected leaf area of 21-d-old plants. **c**, Rosette diameter of 4-week-old plants. **d**, Number of days to bolting. **e**, Number of days to opening of first flower. **f**, Number of rosette leaves at the time of bolting. Data show the mean  $\pm$  s.e. of 10 (panel **a**), 20 (panels **b** and **c**), or 12 (panels **d** – **f**) plants per genotype. Capitalized letters indicate statistical differences (Tukey HSD-test,  $P < 0.05$ ).

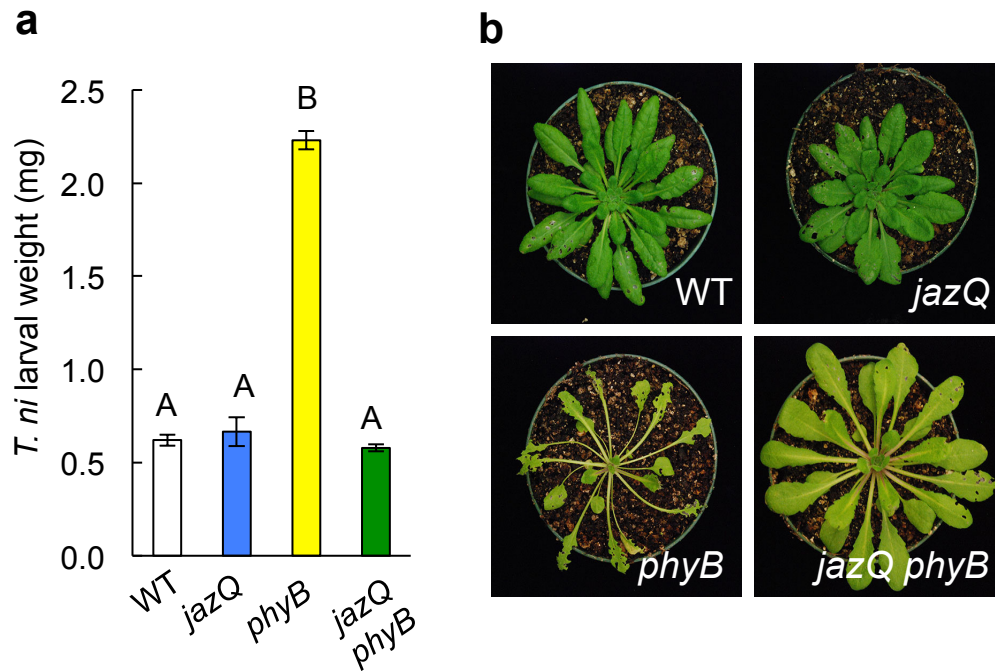

**Supplementary Figure 6. *phyB* plants are hyper-susceptible to herbivory by *Trichoplusia ni*.** **a**, *Trichoplusia ni* larval weight after five days of feeding on WT (11 larvae), *jazQ* (10 larvae), *phyB* (36 larvae), and *jazQ phyB* (10 larvae) plants. Feeding trials that included *phyB* mutant plants had to be halted at this time because of complete consumption of *phyB* leaf material. Data represent the mean larval weight  $\pm$  s.e. of insects recovered from 12 plants per genotype. Letters indicate statistical differences (Tukey HSD-test,  $P < 0.05$ ). Note that due to slow consumption of leaf tissue during the first few days after challenge, the weight of larvae reared on WT, *jazQ*, and *jazQ phyB* plants remain similar during this time period. Significant differences in larval performance on WT and *jazQ*-containing genotypes occurred between the 5- and 10-d post-challenge. **b**, Photograph of representative plants of each genotype at the end of the 5-day feeding assay. The experiment was repeated three times with similar results.

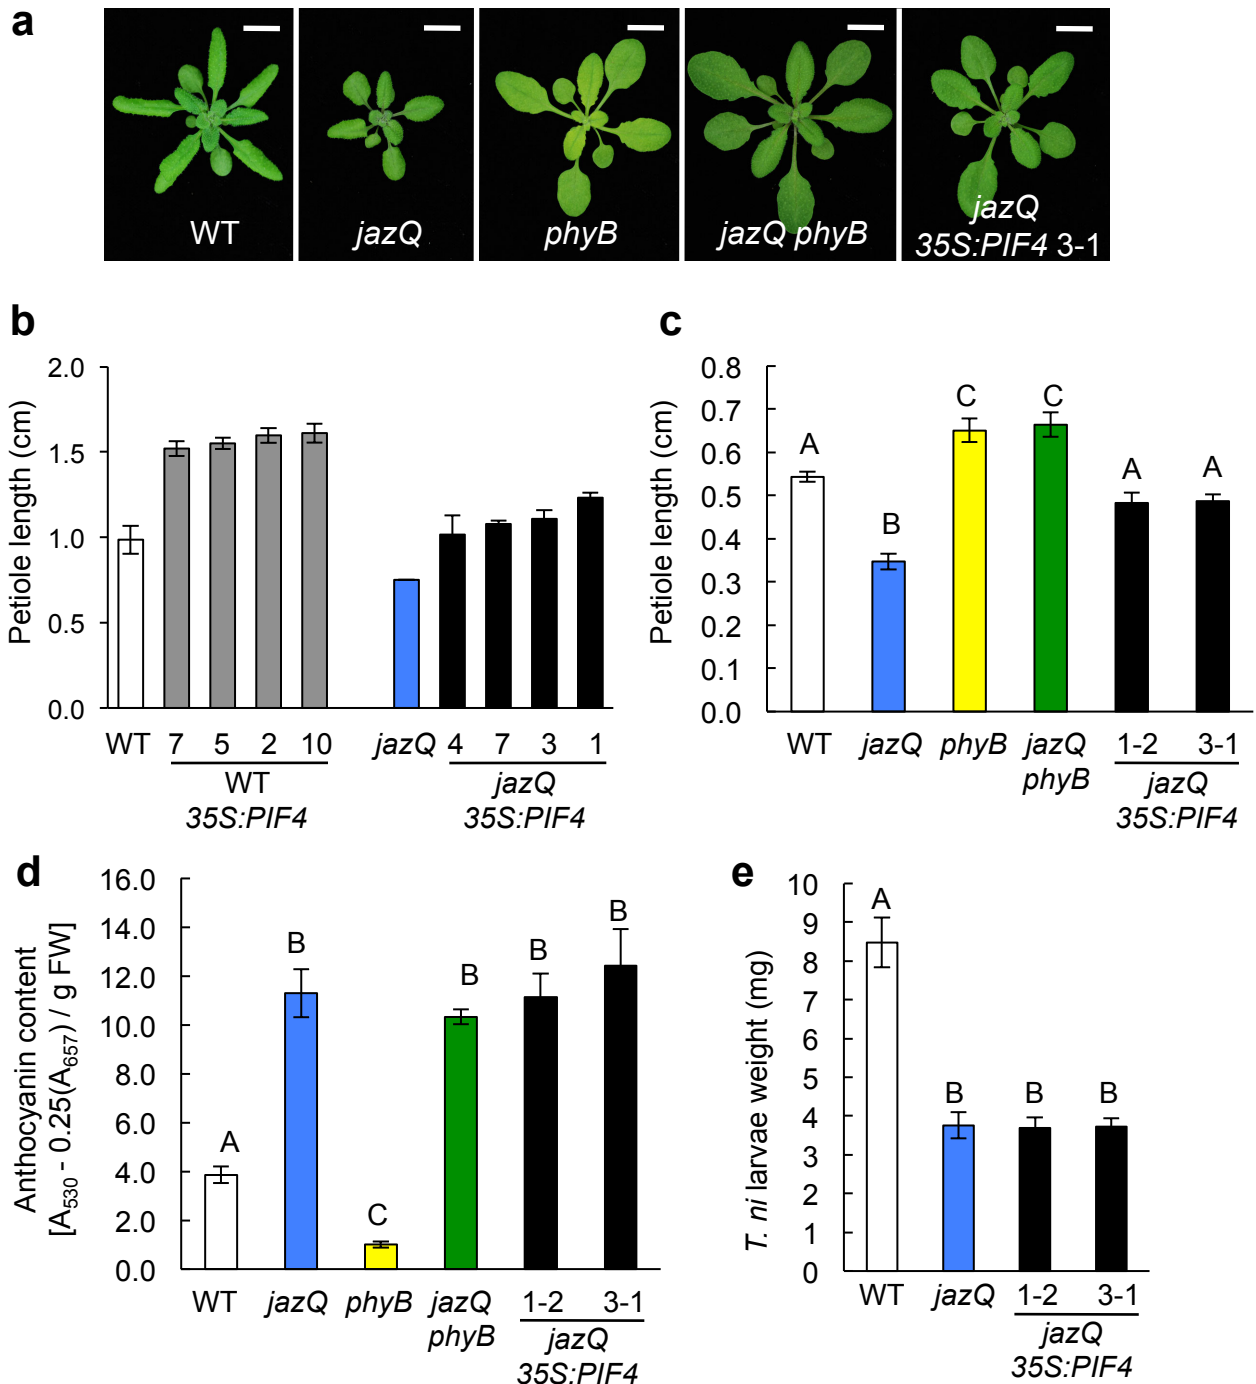

**Supplementary Figure 7. Overexpression of *PIF4* in the *jazQ* background leads to partial rescue of growth without compromising defense.** **a**, Photograph of representative 21-d-old plants of the indicated genotype. Two independent T3 lines (#1-2 and #3-1) of *jazQ* 35S:*PIF4* were characterized but only the latter is pictured. Scale bars = 1 cm. **b**, Petiole length of the third true leaf of independent *jazQ* 35S:*PIF4* T2 lines (n=6 plants per line). T2 lines #1 and #3 are parents of T3 lines #1-2 and #3-1 described in panels **c-e** below. As a control to demonstrate the expected effects of *PIF4* overexpression on petiole length, WT Col-0 plants were also transformed with the 35S:*PIF4* transgene. Data for four independent T2 lines is shown. **c**, Petiole length of the third true leaf of 21-d-old *jazQ* 35S:*PIF4* plants compared to WT and *jazQ* (n=10). **d**, Anthocyanin content in petioles of 21-d-old plants of the indicated genotype (n > 10 plants). **e**, Weight of *T. ni* larvae recovered after 10 d feeding on 12 plants per genotype: WT (37 larvae), *jazQ* (31 larvae), *jazQ* 35S:*PIF4* #1-2 (27 larvae), and *jazQ* 35S:*PIF4* #3-1 (25 larvae). Data show the mean  $\pm$  s.e. Capitalized letters indicate statistical differences (Tukey HSD-test,  $P < 0.05$ ).

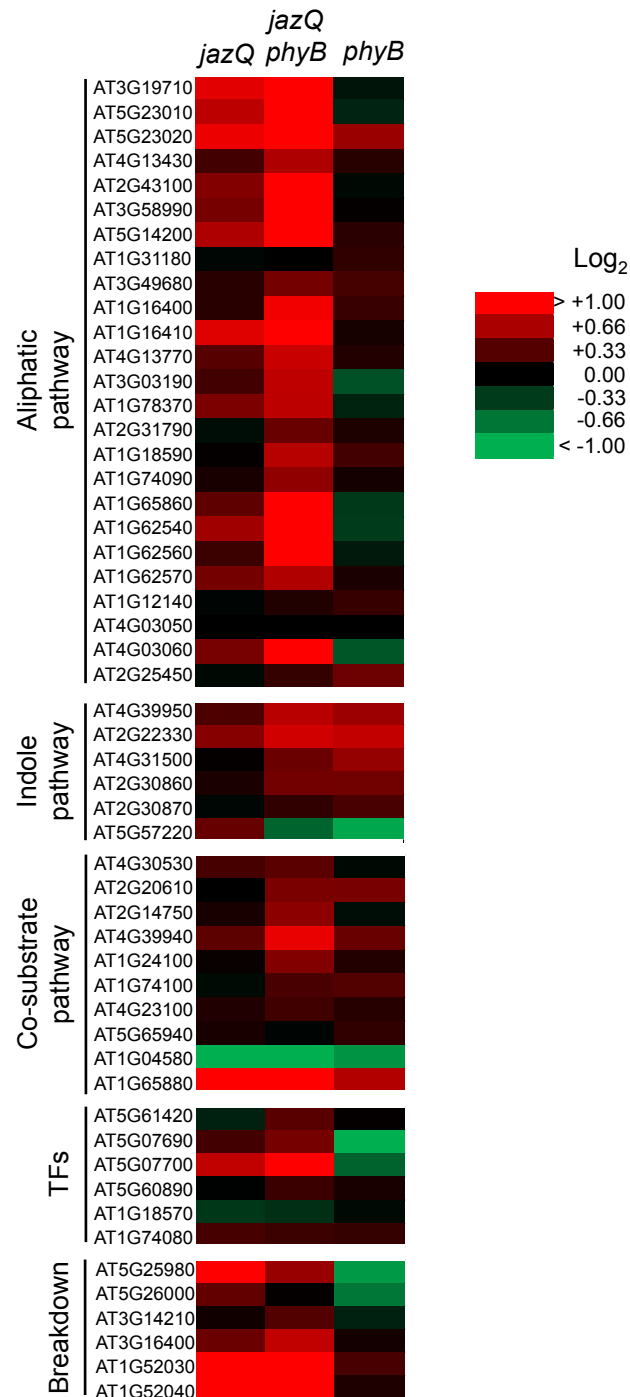

**Supplementary Figure 8. Expression of glucosinolate-related genes in various genotypes.** Heat map showing the expression level of genes involved in glucosinolate biosynthesis, catabolism, and regulation by transcription factors (TFs). Genes are clustered as described<sup>1,2</sup>. Gene expression levels determined by RNA-seq are represented as fold-change (Log<sub>2</sub>) over wild-type Col-0.

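The heat map orders glucosinolate genes by their part in the pathway. Of the genes tested, 24 belong to aliphatic synthesis, 6 to indole synthesis, 8 to co-substrate pathways, 6 to regulators and 6 to breakdown. Over all 50 the median log2 fold change was 0.29 in *jazQ*, −0.022 in *phyB* and 0.53 in *jazQ phyB*. In *jazQ phyB* 15 of the 50 were called higher than in WT (22 adjusted over the list alone) and 45 rose. In *phyB* *CYP79B3* was called higher and *TGG1*, *TGG2* and *ESM1* lower (adjusted over the list alone, 1 and 2). Against *phyB*, 24 genes were called higher in *jazQ phyB* (26), and against *jazQ* *MYB28* was higher and *TGG1* and *TGG2* lower (none adjusted over the list alone, and 19 higher and 4 lower at an unadjusted p below 0.05). The 12 aliphatic genes called in *jazQ phyB* were joined by *CYP79B3* of indole synthesis, *AKN2* of the co-substrate pathways and *MBP2* of breakdown. Medians in *jazQ*, *phyB* and *jazQ phyB* were 0.2, 0.37 and 0.33 for indole synthesis, and 0.092, 0.026 and 0.31 for the co-substrate pathways. For the regulators they were 0.15, −0.18 and 0.17, with none called against WT (1 was lower in *jazQ*, 1 lower in *phyB* and 1 higher in *jazQ phyB* at an unadjusted p below 0.05). For breakdown they were 0.84, −0.2 and 0.56.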

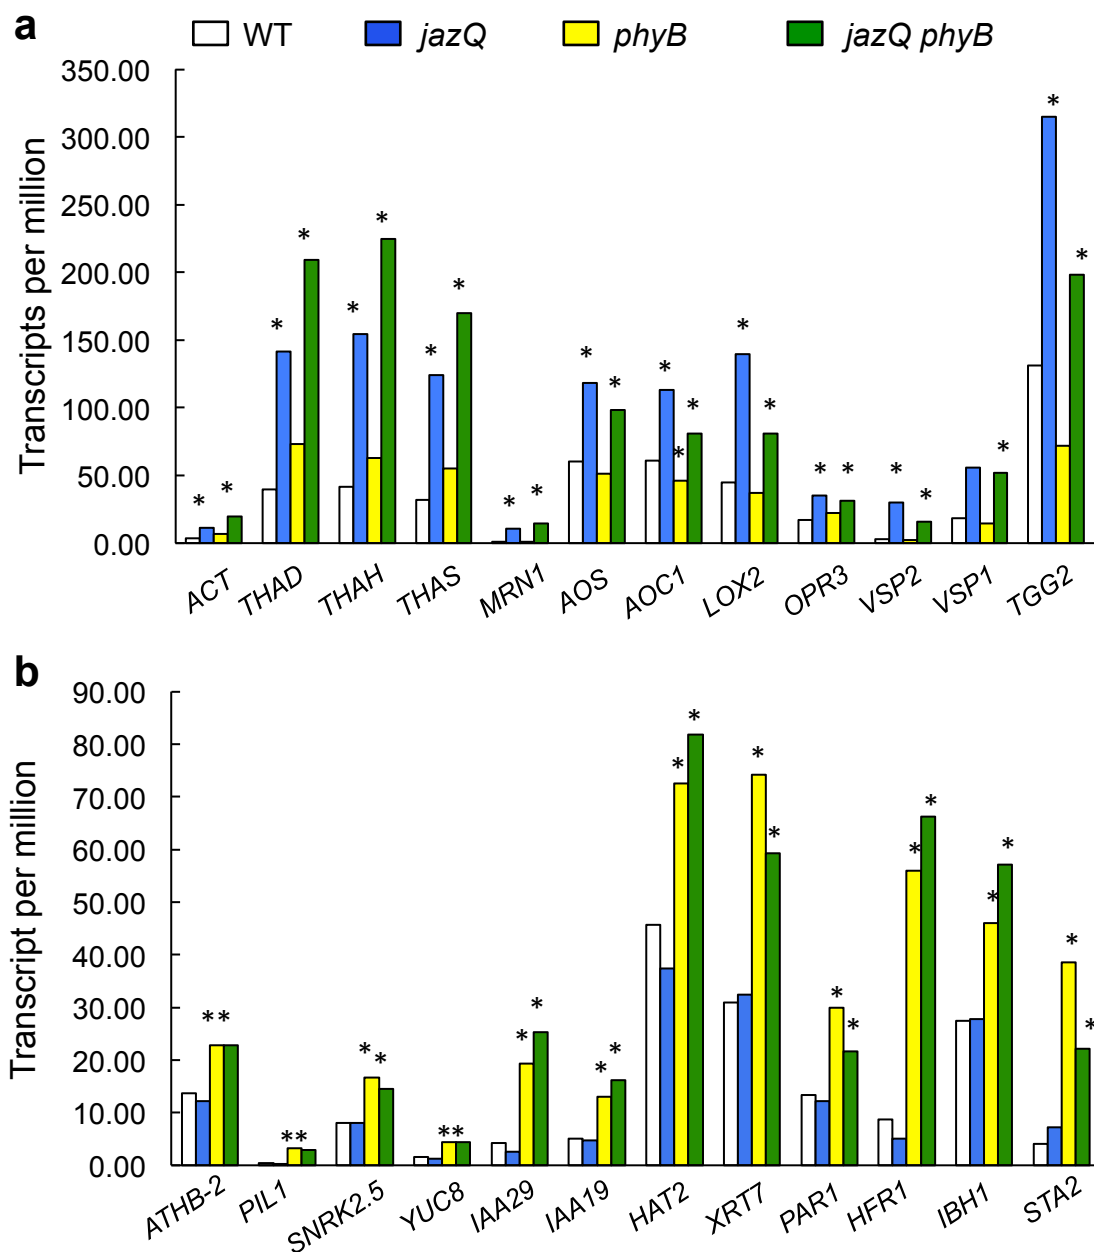

**Supplementary Figure 9. Expression of defense- and growth-related genes in wild-type, *jazQ*, *phyB*, and *jazQ phyB* plants.** **a**, Expression level of triterpenoid biosynthesis (*ACT*, *THAD*, *THAH*, *THAS*), JA biosynthesis (*AOS*, *AOC1*, *LOX2*, *OPR3*), and JA-regulated defense (*VSP2*, *VSP1*, *TGG2*) genes as determined by messenger RNA sequencing. **b**, Expression level of genes that are reported to be direct targets of PIF transcription factors. Asterisks denote statistically different expression levels in comparisons to WT (Col-0) according to the DESeq algorithm ( $P < 0.01$ , using a Benjamini-Hochberg adjusted for multiple testing). Expression variance among the three replicate samples used for each data point is provided in Supplemental Data 1.

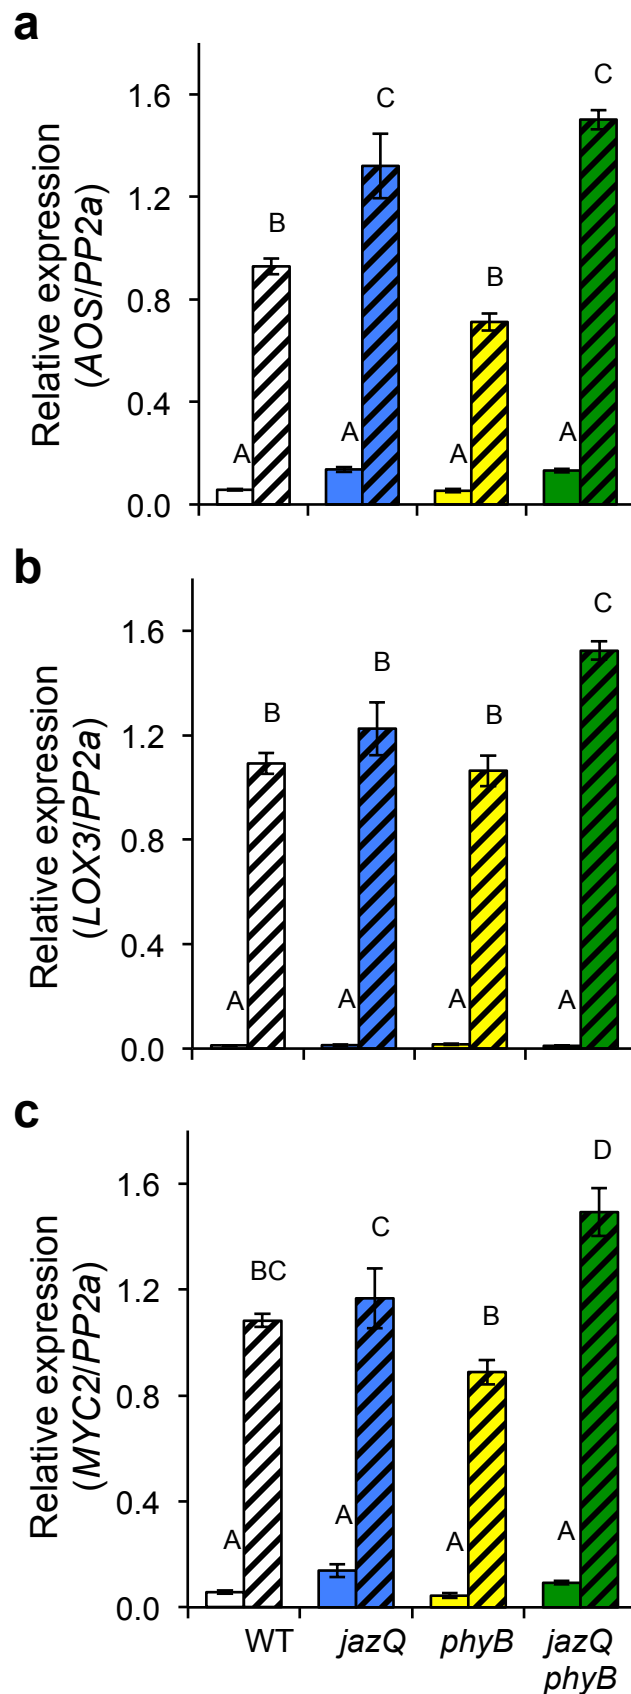

**Supplementary Figure 10. Wound-induced expression of early JA-response genes in wild-type and mutant plants.** Quantitative PCR was used to determine the expression level of AOS (a), LOX3 (b) and MYC2 (c) in Col-0, *jazQ*, *phyB*, and *jazQ phyB* plants. RNA isolated from unwounded control leaves (filled bars) or from leaves harvested 1 h after mechanical wounding (hatched bars). Data show the mean  $\pm$  s.e. and capital letters indicate statistical difference at  $P < 0.05$  (Tukey HSD-test). The experiment was repeated twice with similar results.

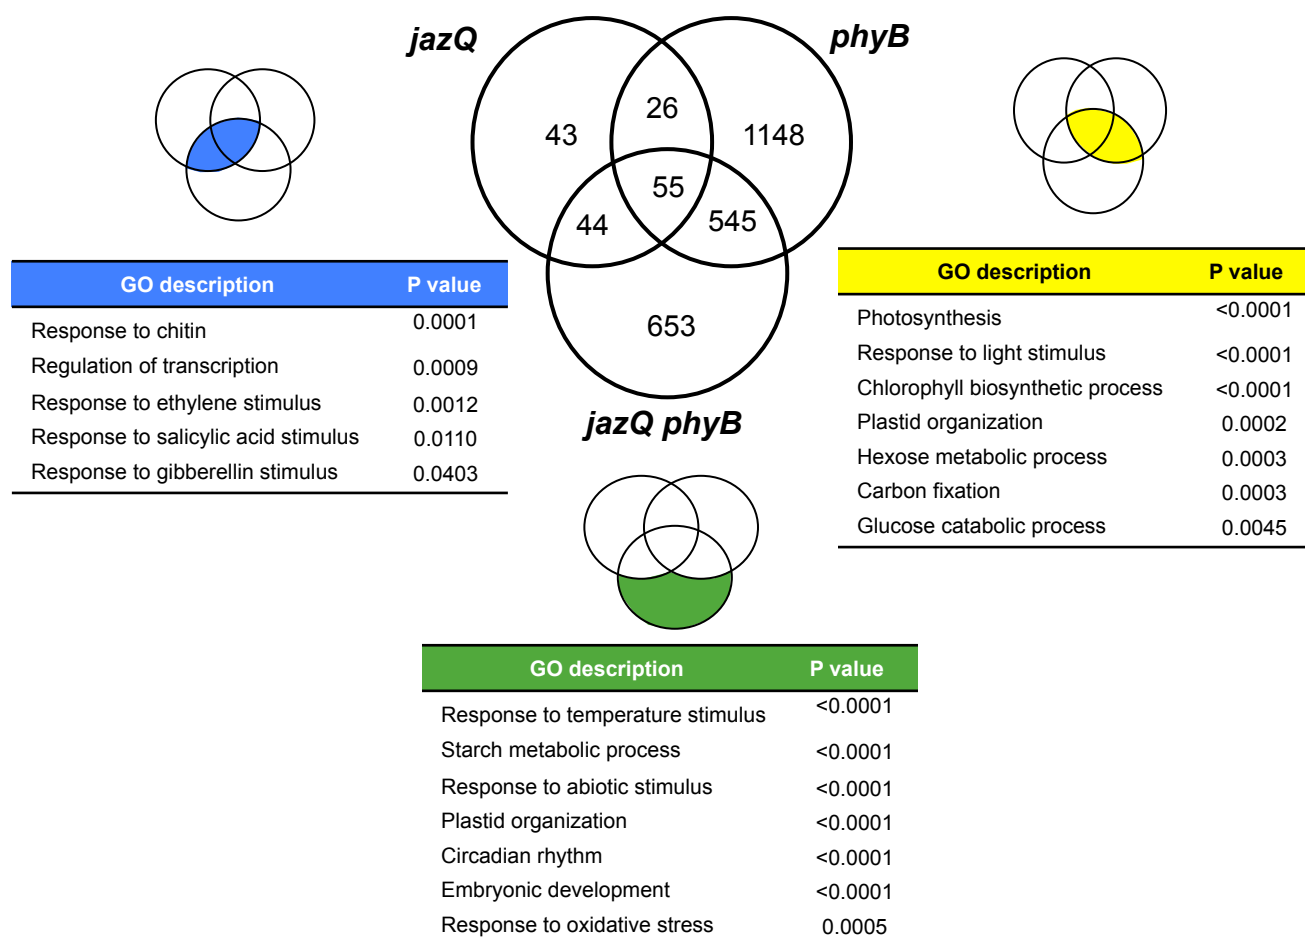

**Supplementary Figure 11. Gene ontologies for transcripts whose abundance is repressed in *jazQ*, *phyB*, and *jazQ phyB* mutants relative to wild type.** Venn diagram showing the number of genes that are downregulated in comparisons between WT (Col-0) and each of the three indicated mutants. GO analysis of functional categories was performed with sets of downregulated genes that are shared between *jazQ* and *jazQ phyB* (blue intersect), shared between *phyB* and *jazQ phyB* (yellow intersect), or unique to *jazQ phyB* (green shade) at this expression threshold. Differentially expressed genes were identified from RNA-seq data analyzed with the DESseq algorithm, with significance corresponding to  $P < 0.01$ . See Supplementary Data 1 for detailed expression data and GO analysis.

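For lower genes, the regions of the diagram held 24 genes in *jazQ* alone, 956 in *phyB* alone and 717 in *jazQ phyB* alone, of which 45 were called higher in *phyB*. The overlaps were 76 for *jazQ* and *jazQ phyB*, 509 for *phyB* and *jazQ phyB*, and 55 for *jazQ* and *phyB*, with 41 genes in all 3. The region of *jazQ phyB* alone held 408 genes with 2 genotypes in the fit, 317 with limma-trend on log2(TPM + 1), 1120 with calls at 0.05 and 76 with calls of at least 2-fold. It held 473 without WT replicate 1, 384 without *jazQ phyB* replicate 1 and 395 without *jazQ phyB* replicate 2. The interaction was beyond the sum at 161 of the 717 genes (22.5%), and at 378 with an unadjusted p below 0.05. Their median log2 fold change was −0.457 in *jazQ phyB* against −0.173 for the sum. In 20 simulations with *jazQ phyB* equal to the sum, run after the result was seen, 1225 to 1361 genes were selected in this way, more than the 717 here. They had medians of −0.511 to −0.487 and −0.459 to −0.43, with 0 called beyond the sum and 48 to 82 at an unadjusted p below 0.05. Circadian clock genes made up 7 of the 717, of 11 tested and 0.376 from chance (odds ratio 47.5, 1-sided Fisher's exact test, adjusted p = 4.68e-08 over 9 tests; 73.7 without WT replicate 1). They were *TOC1*, *PRR5*, *PRR7*, *GI*, *ELF3*, *ELF4* and *LUX*. *PRR5* (AT5G24470) stood at 30.8 ± 7.03 CPM (SD, n = 3) in WT, 44.1 ± 1.91 in *phyB* and 13.8 ± 1.83 in *jazQ phyB* (log2 fold change −1.16 in *jazQ phyB*, adjusted p = 6.61e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).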

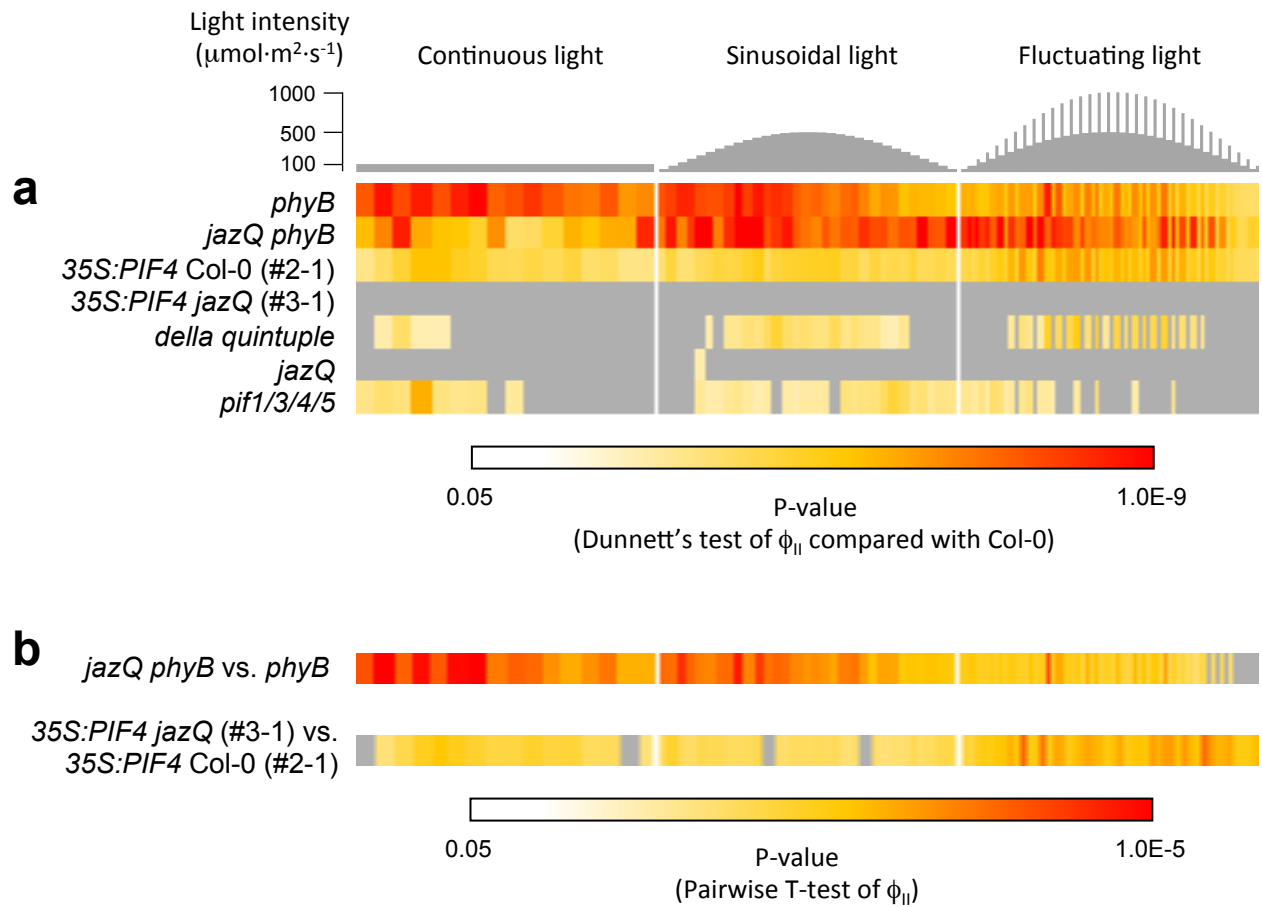

**Supplementary Figure 12. Heatmap showing the statistical significance of differences in  $\phi_{II}$ .** **a**, Statistical significance of differences in  $\phi_{II}$  between each mutant and Col-0 at each time point for the data shown in Figure 4, evaluated using Dunnett's test. P-values  $> 0.05$  are shown in grey. **b**, Statistical significance of differences in  $\phi_{II}$  between *jazQ phyB* and *phyB*, and between 35S:*PIF4* overexpressors in *jazQ* (line 3-1) and in Col-0 (line 2-1), evaluated using an unpaired, two-tailed t-test. P-values  $> 0.05$  are shown in grey.

Supplementary Table 1. Several PIF4 targets are associated with gene ontology terms for responses to jasmonate and wounding<sup>a</sup>.

| GO ID | GO Description                     | p-value <sup>b</sup> |
|-------|------------------------------------|----------------------|
| 9753  | response to jasmonic acid stimulus | 2.74E-07             |
| 6950  | response to stress                 | 1.00E-04             |
| 9611  | response to wounding               | 2.94E-04             |

<sup>a</sup>PIF4 target genes (4,363 genes) were retrieved from Supplementary Table 1 in Oh et al (2012).

<sup>b</sup>Enriched functional categories determined with BiNGO using a hypergeometric test with Benjamini & Hochberg's FDR correction.

Supplementary Table 2. Several PIF4 targets are also reported targets of MYC transcription factors<sup>a</sup>.

| AGI accession <sup>b</sup> | Gene symbol    | Targeted by MYC(s): | Experimental evidence <sup>c</sup>    |
|----------------------------|----------------|---------------------|---------------------------------------|
| AT1G17380                  | <i>JAZ5</i>    | MYC5                | GUS reporter <sup>4</sup>             |
| AT1G17380                  | <i>JAZ5</i>    | MYC2/3/4            | GUS reporter <sup>5</sup>             |
| AT1G19180                  | <i>JAZ1</i>    | MYC5                | GUS reporter <sup>4</sup>             |
| AT1G19180                  | <i>JAZ1</i>    | MYC2/3/4            | GUS reporter <sup>5</sup>             |
| AT1G19180                  | <i>JAZ1</i>    | MYC2                | Yeast 1-hybrid <sup>6</sup>           |
| AT1G52890                  | <i>ANAC019</i> | MYC2                | ChIP-qPCR <sup>7</sup>                |
| AT1G70700                  | <i>JAZ9</i>    | MYC5                | GUS reporter <sup>4</sup>             |
| AT1G70700                  | <i>JAZ9</i>    | MYC2/3/4            | GUS reporter <sup>5</sup>             |
| AT1G72450                  | <i>JAZ6</i>    | MYC2                | ChIP-qPCR <sup>8</sup>                |
| AT1G72450                  | <i>JAZ6</i>    | MYC2/3/4/5          | GUS reporter <sup>4</sup>             |
| AT1G72450                  | <i>JAZ6</i>    | MYC2/3/4            | GUS reporter <sup>5</sup>             |
| AT2G18700                  | <i>TPS11</i>   | MYC2                | GUS reporter, ChIP-qPCR <sup>9</sup>  |
| AT2G22330                  | <i>CYP79B3</i> | MYC2                | ChIP-seq <sup>10</sup>                |
| AT2G24210                  | <i>TPS10</i>   | MYC2                | ChIP-qPCR, EMSA <sup>11</sup>         |
| AT2G25490                  | <i>EBF1</i>    | MYC2                | ChIP-qPCR, EMSA <sup>12</sup>         |
| AT2G46340                  | <i>SPA1</i>    | MYC2                | ChIP-PCR, EMSA <sup>13</sup>          |
| AT3G15500                  | <i>ANAC055</i> | MYC2                | ChIP-qPCR <sup>7</sup>                |
| AT3G17860                  | <i>JAZ3</i>    | MYC2                | EMSA <sup>14</sup>                    |
| AT5G13170                  | <i>SAG29</i>   | MYC2                | ChIP-qPCR, LUC reporter <sup>15</sup> |

<sup>a</sup>PIF4 target genes (4,363 genes) were retrieved from Supplementary Table 1 in Oh et al.<sup>1</sup>.

<sup>b</sup>Among the 4,363 PIF4 targets, the 13 genes listed here are also reported to be targets of MYC transcription factors.

<sup>c</sup>Experimental evidence that the listed target genes are controlled by MYC transcription factors is provided in these publications.

## References

1. Sonderby, I. E., Geu-Flores, F. & Halkier, B. A. Biosynthesis of glucosinolates--gene discovery and beyond. *Trends Plant Sci* **15**, 283-290, (2010).
2. Schweizer, F. *et al.* Arabidopsis basic helix-loop-helix transcription factors MYC2, MYC3, and MYC4 regulate glucosinolate biosynthesis, insect performance, and feeding behavior. *Plant Cell* **25**, 3117-3132 (2013).
3. Oh, E., Zhu, J. Y. & Wang, Z. Y. Interaction between BZR1 and PIF4 integrates brassinosteroid and environmental responses. *Nat Cell Biol* **14**, 802-809 (2012).
4. Figueroa, P. & Browse, J. Male sterility in Arabidopsis induced by overexpression of a MYC5-SRDX chimeric repressor. *Plant J* **81**, 849-860 (2015).
5. Niu, Y., Figueroa, P. & Browse J. Characterization of JAZ-interacting bHLH transcription factors that regulate jasmonate responses in Arabidopsis. *J Exp Bot* **62**, 2143-2154 (2011).

6. Pauwels, L. & Goossens, A. Fine-tuning of early events in the jasmonate response. *Plant Signal Behav* **3**, 846-847.
7. Zheng, X. Y. et al. Coronatine promotes *Pseudomonas syringae* virulence in plants by activating a signaling cascade that inhibits salicylic acid accumulation. *Cell Host Microbe* **11**, 587-596.
8. Chen, R. et al. The Arabidopsis mediator subunit MED25 differentially regulates jasmonate and abscisic acid signaling through interacting with the MYC2 and ABI5 transcription factors. *Plant Cell* **24**, 2898-2916 (2012).
9. Hong, G. J. et al. Arabidopsis MYC2 interacts with DELLA proteins in regulating sesquiterpene synthase gene expression. *Plant Cell* **24**, 2635-2648 (2012).
10. Schweizer, F. et al. Arabidopsis basic helix-loop-helix transcription factors MYC2, MYC3, and MYC4 regulate glucosinolate biosynthesis, insect performance, and feeding behavior. *Plant Cell* **25**, 3117-3132 (2013).
11. Li, R. et al. Virulence factors of geminivirus interact with MYC2 to subvert plant resistance and promote vector performance. *Plant Cell* **26**, 4991-5008 (2014).
12. Zhang, X. et al. Jasmonate-activated MYC2 represses ETHYLENE INSENSITIVE3 activity to antagonize ethylene-promoted apical hook formation in Arabidopsis. *Plant Cell* **26**, 1105-1117.
13. Gangappa, S. N., Prasad, V. B. & Chattopadhyay, S. Functional interconnection of MYC2 and SPA1 in the photomorphogenic seedling development of Arabidopsis. *Plant Physiol* **154**, 1210-1219 (2010).
14. Chini, A. et al. The JAZ family of repressors is the missing link in jasmonate signalling. *Nature* **448**, 666-671 (2007).
15. Qi, T. et al. Regulation of jasmonate-induced leaf senescence by antagonism between bHLH subgroup IIIe and IIId factors in Arabidopsis. *Plant Cell* **27**, 1634-1649.

How the deposited data were processed for this re-analysis (not part of the article)

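RNA from whole seedlings of WT (Col-0), *jazQ*, *phyB* and *jazQ phyB* was sequenced with 3 libraries per genotype, 12 in all. About 200 seedlings, grown for 8 days in continuous light, went into each library. The authors assigned single-end reads to TAIR10 gene models with RSEM at its default parameters. The authors deposited an expected count for each of 33602 genes in each library, and these values were checked to be whole numbers (100%) without normalization. The deposited tables also give the TPM of each gene, which RSEM scales by transcript length and library size. No row lacked a gene and every column of values was used (0 of each were left out). Gene names for 32835 of the identifiers came from the RefSeq gene table of the TAIR10.1 assembly. Libraries were assigned to genotypes from the labels of the series, and all 12 were used.

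Total counts were 26347184, 13350388 and 17969514 in WT replicates 1 to 3, 18297004, 15408967 and 14338359 in *jazQ*, 13196536, 12750074 and 17980367 in *phyB*, and 22286351, 16804513 and 15978702 in *jazQ phyB*. A floor of 3 counts was used for detection. Chloroplast genes held 0.273 to 0.988% of the counts, with the highest share in WT replicate 3. The first 3 principal components of log2 CPM carried 30.8, 19.8 and 10.6% of the variance.

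Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr with a minimum count of 10 (20957 genes). A quasi-likelihood model without blocks was fitted to the 4 genotypes, and 6 comparisons were tested: *jazQ*, *phyB* and *jazQ phyB* against WT, *jazQ phyB* against *jazQ* and against *phyB*, and the interaction, which is *jazQ phyB* minus *jazQ* minus *phyB* plus WT on the log2 scale. Genes with a Benjamini-Hochberg adjusted p-value below 0.01 within a comparison were called. The paper used the same threshold with DESeq.

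The named genes followed a rule: every gene that the paper names or shows for these libraries, where a table pairs its symbol with an identifier; the core clock genes; and, for each mutant against WT and for the interaction, the 3 largest rises and the 3 largest falls past the threshold, with a mean of at least 1 CPM in the higher group and, against WT, no overlap between libraries. Gene lists were the 5 parts of Supplementary Fig. 8 (glucosinolate), Supplementary Fig. 9a and 9b, Supplementary Table 2 (targets of PIF4 and MYC) and the mutated genes. Further lists were 7 MYC and PIF transcription factors named in the paper, genes with a JAZ or TIFY symbol and 11 clock genes. Families taken by gene symbol were photosystem (45 genes), auxin response (132, 105 tested), cell wall (74, 57 tested), sulfate assimilation (26), and heat and cold (87, 76 tested). Root markers (33 tested) were listed for a check of tissue shares.

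Over-representation in regions of the Venn diagrams was tested with 9 1-sided Fisher's exact tests against the genes tested. A small constant was added to every count for the odds ratios. They can thus lie above 1 where no gene of a list is in the region. Shifts of gene sets were tested with 9 camera tests of limma 3.58.1 with a preset correlation of 0.01. Each family was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. GO terms were not analysed here; the paper used BiNGO.

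The alternatives were DESeq2 1.42.0, upper-quartile normalization, only the 2 genotypes compared in the fit, edgeR's exact test, no filter on low counts, at least 10 counts in every sample, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), a term for the replicate number, calls at an adjusted p below 0.05, calls of at least 2-fold, fry, an estimated correlation between genes, and each library left out in turn. Ranges of the adjusted p over the alternatives leave out the fits without 1 library and the term for the replicate number.

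After the results were seen, 2 kinds of simulation were added, 20 of each, with counts drawn from the mean levels of the genotypes and the fitted dispersions. Errors in these means thus entered as true changes. The first set 1 mutant to the levels of WT and gave the share of genes with the same direction that shared WT libraries yield. The second set *jazQ phyB* to the sum of the single mutants' changes on the log2 scale and gave the distance from the sum that selection of genes yields.

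The pipeline was tested on simulated data. Of 200 genes changed by 1 on the log2 scale, 85.5% were recovered with 2 false calls for *jazQ* against WT, and 68% with 0 false calls for the interaction. A list of 24 genes raised by 0.5 had a camera p of 3.9e-89, and 6 of 100 random lists had a p below 0.05. The simulated genes were drawn independently, so this does not test camera on lists whose genes vary together. TPM means computed from the deposited tables were compared with the copy of Supplementary Data 1 used here, which holds 1997 genes. Of the 36 gene means compared, the largest relative difference was 0.384%, and because this copy holds only part of the table, calls were not compared with it.

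Primer positions and the *PHYB* codon were found in the TAIR10.1 genome. Gene symbols of the figures that could not be paired with an identifier, and *MYC5*, were not analysed here. Quantitative PCR, growth, insect and photosynthesis experiments were not analysed here.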

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

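The tests of exchanged library labels, of summed counts of *JAZ3*, *JAZ4* and *JAZ9*, of falls in the other JAZ genes, and of a shift of 1 library were chosen only after the result was seen.

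Genes carrying an insertion gave more counts in the mutants. *JAZ3* was 5.47 higher in *jazQ* than in WT on the log2 scale and *JAZ10* 6.16 higher. A general rise of JAZ genes is argued against, since the 7 JAZ genes without an insertion changed by a median of 0.48 (−0.22 to 2.07, with *JAZ5* the highest, at 2.07 in *jazQ* and 1.28 in *jazQ phyB*). Reads moved to *JAZ3* from *JAZ4* and *JAZ9* are argued against, because the summed CPM of the 3 genes rose 7.67-fold, from 95.5 ± 14 to 733 ± 68.9 (SD, n = 3). Reads moved to *JAZ10* from other JAZ genes are argued against as the whole of its rise: 3 of 11 other JAZ genes fell, by 56.9 CPM in sum, which is 22.4% of the rise of *JAZ10* (254 CPM) and at most 37.4% between the libraries farthest apart. Exchanged labels are argued against by 0 libraries labelled WT or *phyB* that reach the level of a library labelled *jazQ* or *jazQ phyB*. A candidate explanation is transcripts that start or end at the inserted T-DNA. These would shift the scaled count per TPM, which follows the length of the transcripts: for *JAZ10* it differed by 0.032 on the log2 scale between *jazQ* and WT, against a range of 0.035 within WT (97.8th percentile of all genes, whose 95th percentile is 0.017), and for *JAZ3* by −0.13 against 0.059 (99.8th percentile). The *jazQ* and WT libraries did not overlap in scaled count per TPM for either gene. Incomplete and complete transcripts of both genes cannot be told apart from these values, since gene counts do not show where along the gene the reads lie. For presence or absence of the *JAZ* transcripts in WT and *jazQ* the paper used RT-PCR, which was not analysed here. No other biological explanation was tested.

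Of the 11 clock genes, 3 had a called positive interaction and 5 a called negative one. It was 1.41 for *CCA1*, 1.97 for *LHY* and 1.32 for *RVE8*, and −1 for *TOC1*, −1.34 for *PRR5* and −1.14 for *ELF4* (adjusted p = 2.55e-05, 5.02e-07, 9.34e-06, 2.55e-05, 0.000876 and 0.00128 from edgeR's quasi-likelihood test). These 6 calls held in the 12 fits that each left out 1 library, with *LHY* between 1.87 and 2.06 and *PRR5* between −1.54 and −1.19. *LHY* stood at 285 ± 36.7 CPM (SD, n = 3) in WT, 113 ± 5.37 in *phyB* and 368 ± 7.21 in *jazQ phyB*, and *TOC1* at 103 ± 3.22, 133 ± 10.3 and 68.7 ± 2.57. The medians in *jazQ phyB* were −0.72 for 5 evening genes and 0.28 for 2 morning genes (*CCA1* and *LHY*), and in *phyB* 0.38 and −1.21. A different phase of the clock at harvest and a change of these genes by the mutations cannot be told apart, because the medians are taken over the genes that form the pattern and no separate set of clock outputs was tested. Harvest times were not used here. A shift of 1 library per genotype as the source cannot be told apart from a shift of the genotype for *CCA1* in *jazQ phyB*, the 1 of 4 pairs of gene (*CCA1*, *LHY*) and genotype whose libraries overlapped with WT. The other 3 pairs had no overlap.

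The aliphatic glucosinolate genes rose more in *jazQ phyB* than the sum of the single mutants, with a median interaction of 0.481 over 24 genes, 21 of them positive. This difference was tested with camera (adjusted p = 0.000312), and it did not pass with fry (0.122) or with an estimated correlation (0.338). The median ran from 0.285 (without WT replicate 1) to 0.691 (without WT replicate 3). An influence of single WT libraries on its size may thus be part of the result. No gene of the set passed alone, and 12 did at an unadjusted p below 0.05. Paralogs of this pathway share reads, which RSEM divided within each library; this was not tested. A combined effect of both mutations stays open as an untested biological explanation.

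*PR1* and AT2G01008 had the interactions 8 and −3.79 (adjusted p = 0.008 and 1.57e-05 from edgeR's quasi-likelihood test). The first is a fitted value and no bound, because *PR1* lay at 0 to 3 counts in all *phyB* libraries. *PR1* was at least 84.1-fold lower in *phyB* than in WT (18.5 ± 13.2 CPM, SD, n = 3) and at least 26-fold lower than in *jazQ phyB* (5.71 ± 6.14 CPM). Its call was lost in 9 of the 12 fits that each left out 1 library (values from 6.57 without *jazQ phyB* replicate 1 to 9.1 without *phyB* replicate 3) and with limma-trend on log2(TPM + 1) (4.82, adjusted p = 0.0132). AT2G01008 stood at 4.44 ± 0.75 CPM in WT, 2.04 ± 0.166 in *jazQ*, 43.2 ± 5.48 in *phyB* and 1.37 ± 0.533 in *jazQ phyB*, and kept its call in all 12 fits (−4.14 to −3.55). No explanation was tested for these 2 genes.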

How the results depend on the processing

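No test in this part was chosen only after the result was seen, and all alternatives were chosen before the data were examined. Over the other alternatives, 213 of 277 counts, shares and set results kept their size or their side of the threshold, 10 became weaker, 14 stronger, 38 moved and 2 reversed. Of 270 values with 1 replicate left out, 216 kept it, 14 became weaker, 3 stronger and 37 moved. For single genes, 790 of 841 values kept direction and side, 29 became weaker and 22 stronger, and with 1 replicate left out 585 of 648 did, 61 became weaker and 2 stronger. The cause was not tested, except where named. Adjusted p-values of Fisher's exact test or camera stand in parentheses after odds ratios and set medians.

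With DESeq2, *jazQ* had 625 changed genes (347 higher, 278 lower), the interaction 1137, the share of *jazQ* genes kept in *jazQ phyB* was 64.6%, and odds ratios were 16.4 for glucosinolate genes in *jazQ* and *jazQ phyB* (adjusted p = 2.21e-06) and 3.28 for heat and cold genes (0.00746). With 2 genotypes in the fit, which leaves fewer samples for the dispersion, *jazQ* had 104 changed genes and *jazQ phyB* 1310, *jazQ phyB* against *jazQ* 835, the share was 86%, the genes lower in *jazQ phyB* alone 408, and odds ratios were 7.11 for cell wall genes in *phyB* and *jazQ phyB* (0.0654), 6.21 for sulfate genes (0.0743) and 3.9 for heat and cold genes (0.0245). With edgeR's exact test, *jazQ* had 562, *jazQ phyB* against *phyB* 3800, the share was 67.3%, and the odds ratios were 16.6 for glucosinolate (2.08e-06) and 3.18 for heat and cold genes (0.0127).

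Without the filter on low counts (26698 genes) the glucosinolate and the heat and cold odds ratios were 19.8 (3.56e-06) and 3.49 (0.00874). With at least 10 counts in every sample (19396 genes) the latter was 2.71 (0.0454). With limma-trend on log2(TPM + 1), *phyB* had 3721 changed genes, the share was 87.1%, and the genes in common to *phyB* and *jazQ phyB* were 573 higher and 164 lower, those lower in *jazQ phyB* alone 317. The sulfate odds ratio was 4.63 (0.0596). The sets of auxin and of heat and cold genes reversed, to 0.0326 (0.0297) and 0.0358 (0.0897), and the cell wall set was 0.24 (0.0897). TPM scaling also raised the median of all genes, by 0.14 in *phyB* and 0.1 in *jazQ phyB*. Of the calls, 78.4% were higher in *phyB* and 72.5% in *jazQ phyB*, against 40 and 38.4% with TMM, while of the calls of at least 2-fold 36.7 and 66.6% were higher.

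With calls at an adjusted p of 0.05, the numbers in *jazQ*, *phyB* and *jazQ phyB* were 896, 4714 and 3911, *jazQ phyB* against *jazQ* and *phyB* 3065 and 4559, the interaction 1980, and the share 65.3%. Higher genes in both *phyB* and *jazQ phyB* were 524 and in *jazQ phyB* alone 891, lower genes 1050 and 1120. Odds ratios were 13.7 for glucosinolate (1.87e-06) and 2.81 for heat and cold genes (0.00788). With at least 2-fold these numbers were, in the same order, 117, 392, 395, 196, 489, 233, 81.5%, 45, 156, 43 and 76. These changes follow from how a call is defined.

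With fry, the aliphatic interaction (0.481) did not pass (0.122), and the auxin set (−0.11, 0.04998) and the heat and cold set (−0.0812, 0.02313) passed. With an estimated correlation, the aliphatic set did not pass in *jazQ* (0.354, 0.2), *jazQ phyB* (0.759, 0.121) or the interaction (0.481, 0.338), nor the photosystem set in *jazQ phyB* against WT (−0.381, 0.121) or against *phyB* (0.486, 0.121).

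Whether replicate numbers pair the libraries is not known. Of 18 pairs with the same number in different genotypes, 3 had a correlation of residuals over 0.1 (−0.17 to 0.26). Pairs with different numbers were not compared. With a term for the replicate number, *jazQ* had 424 changed genes, *phyB* 2392, *jazQ phyB* 2031 and the interaction 697, the share was 68.8%, and the glucosinolate and the heat and cold odds ratios were 20.7 (4.86e-07) and 2.77 (0.0366). *LOX2* was then called in *jazQ phyB* (adjusted p = 0.00484, edgeR; 0.00041 to 0.0397 over the other alternatives) and lower in *jazQ phyB* than in *jazQ* (0.002; 0.00135 to 0.0404). *CYP79F1* and *MAM1* were called in *jazQ* (adjusted p = 0.000464 and 0.0014, edgeR; 0.00495 to 0.0925 and 8.5e-05 to 0.0802 over the other alternatives).

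With each library left out in turn, changed genes ran from 167 (without WT replicate 1) to 497 (without WT replicate 3) in *jazQ*, 1383 (without *phyB* replicate 2) to 2020 (without WT replicate 1) in *phyB* and 1190 (without *jazQ phyB* replicate 1) to 1792 (without *jazQ phyB* replicate 3) in *jazQ phyB*. They ran from 643 (without *jazQ* replicate 1) to 1194 (without *jazQ phyB* replicate 3) for *jazQ phyB* against *jazQ*, 1413 (without *phyB* replicate 2) to 2050 (without *jazQ phyB* replicate 3) for *jazQ phyB* against *phyB* and 359 (without *jazQ phyB* replicate 1) to 755 (without WT replicate 3) for the interaction. The share ran from 51.9 (without WT replicate 3) to 83.1 (without *jazQ* replicate 2). Higher genes in *phyB* and *jazQ phyB* ran from 120 (without WT replicate 2) to 213 (without *jazQ* replicate 3) and in *jazQ phyB* alone from 215 (without *jazQ phyB* replicate 1) to 527 (without *jazQ* replicate 2). Lower genes ran from 323 (without *jazQ phyB* replicate 1) to 534 (without *jazQ* replicate 3) and from 384 (without *jazQ phyB* replicate 1) to 765 (without *jazQ* replicate 3).

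Odds ratios for glucosinolate genes ran from 1.72 (without *phyB* replicate 2) to 9.66 (without WT replicate 3) in *jazQ* and *jazQ phyB*, where only the omission of WT replicate 3 moved it past the threshold, and from 16.5 (without *jazQ* replicate 3) to 30.7 (without WT replicate 1) in *jazQ phyB* alone. They ran from 5.17 (without *jazQ phyB* replicate 3) to 14.3 (without *phyB* replicate 2) for cell wall genes in *phyB* and *jazQ phyB* (lost without WT replicate 1 or *jazQ phyB* replicate 3), and from 2.58 (without *jazQ phyB* replicate 1) to 4.99 (without *jazQ* replicate 2) in *jazQ phyB* alone (lost without WT replicates 1 or 2, *phyB* replicates 1 or 2, or *jazQ phyB* replicates 1 or 2). For sulfate genes they ran from 1.09 (without WT replicate 3) to 10.4 (without *jazQ* replicate 3) (lost without any WT replicate, *phyB* replicate 2, or *jazQ phyB* replicates 1 or 2) and for heat and cold genes from 1.58 (without WT replicate 3) to 4.06 (without WT replicate 1) (passed without WT replicate 1 or *jazQ* replicate 1). Those for auxin genes (9.85 to 15.3), photosystem genes (21 to 61.8) and clock genes (44.9 to 73.7) stayed past the threshold. Set medians ran from 0.14 (without WT replicate 3) to 0.488 (without WT replicate 2) for aliphatic genes in *jazQ*, 0.567 to 0.923 in *jazQ phyB*, −0.922 to −0.785 for photosystem genes in *phyB* and −0.446 to −0.3 in *jazQ phyB*, and passed in each of these fits. The odds ratios of 1.72 for glucosinolate genes and 1.09 for sulfate genes come from regions that held none of these genes.

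In simulated data at the depth and number of libraries used, 68% of genes with an interaction of 1 on the log2 scale were recovered, so a gene without a called interaction is not shown to follow the sum.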

Differences from the paper's values

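No test in this part was chosen only after the result was seen. For the counts and shares that the paper states in its text, the paper's values were 257 genes higher in *jazQ*, 68% of them kept in *jazQ phyB*, 235 genes higher in both *phyB* and *jazQ phyB*, and 576 higher in *jazQ phyB* alone. The values here were 209, 74.2%, 196 and 454, and the ratio of each pair stayed below the one from which values were counted as different. TPM means of the compared genes equalled those of the supplement within 0.384%.

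Supplementary Fig. 9 marks *AOS*, *AOC1*, *LOX2*, *VSP1*, *TGG2* and *PAR1* as higher in *jazQ phyB* than in WT. They were higher here with log2 fold changes of 0.6, 0.3, 0.74, 1.41, 0.49 and 0.58, and were not called (adjusted p = 0.0256, 0.0753, 0.0294, 0.0201, 0.0625 and 0.0318 from edgeR's quasi-likelihood test). With edgeR's exact test *AOS*, *LOX2*, *VSP1* and *PAR1* were called (adjusted p = 0.00186, 0.00041, 1.86e-05 and 0.000538). *VSP1* was also called with 2 genotypes in the fit (adjusted p = 0.0079, edgeR) and without the filter on low counts (adjusted p = 0.00757, edgeR), and *LOX2* with a term for the replicate number. With calls at 0.05 in place of 0.01, *AOS*, *LOX2*, *VSP1* and *PAR1* pass. *AOC1* and *TGG2* were called in *jazQ phyB* with none of the alternatives that tested single genes at 0.01 (adjusted p 0.0259 to 0.0666 and 0.0214 to 0.0944).

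The same figure does not mark *TGG2* as changed in *phyB*, where it was lower here (log2 fold change −1.01, SE 0.17, adjusted p = 0.000976 from edgeR's quasi-likelihood test, 6.59e-10 to 0.00359 over the alternatives).

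The paper states that genes of the abiotic stress response are repressed in *jazQ phyB*. The list named heat and cold here was taken by symbol, also holds LEA, ERD and RD genes, and is not the paper's GO term. In it, 7 genes were lower and 2 higher in *jazQ phyB* than in WT, and their over-representation among genes lower in *jazQ phyB* alone had an odds ratio of 2.61 (adjusted p = 0.0514, Fisher's exact test). The threshold of 0.05 was passed with DESeq2, 2 genotypes in the fit, edgeR's exact test, no filter on low counts, at least 10 counts in every sample, a term for the replicate number and calls at 0.05 (odds ratios 3.28, 3.9, 3.18, 3.49, 2.71, 2.77 and 2.81), and without WT replicate 1 (4.06) or *jazQ* replicate 1 (2.82).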

Other observations

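The simulations of shared WT libraries and of a sum, and the tests of genes near *PHYB* and of a segment in the *phyB* line alone, were chosen only after the result was seen. Called in *phyB* and not in the same direction in *jazQ phyB* or *jazQ* were 1742 genes. Of these, 55 were called in the opposite direction in *jazQ phyB* and 11 in *jazQ*, and 1680 were not called in either of these mutants. Of the 1479 genes lower in *phyB*, 542 were called higher in *jazQ phyB* than in *phyB*, 14 lower and 923 not different. In *jazQ phyB* 1300 of them (87.9%) kept the direction of *phyB*, with a median log2 fold change of −0.553 in *phyB* and −0.275 in *jazQ phyB*. In 20 simulations with *jazQ phyB* at the levels of WT, the shared WT libraries gave 57.3 to 61.5%. Of the 956 genes lower in *phyB* alone, 243 had an interaction against the *phyB* effect. All 956 had medians of −0.174 in *jazQ phyB* and −0.626 for the sum. In 20 simulations with *jazQ phyB* equal to the sum the medians were −0.251 to −0.223 and −0.407 to −0.336. The simulated sets held 274 to 318 genes. Differences in depth are argued against, as there were 1633 such genes when all libraries were thinned to 12750074 counts (for *jazQ phyB* in place of *phyB*, 1016, against 1171 before). Bias from GC content and transcript length is argued against, since 82.1% of the 1724 such genes with both values were still called in *phyB* after removal of these trends. That most of them lie on a chromosome segment that only the *phyB* line carries is argued against, with 0% of them in windows with an excess over 121 windows. An effect of such a segment, not passed on to *jazQ phyB*, on genes elsewhere was not tested. Windows show only genes that lie on the segment. A different share of roots and shoots in the *phyB* libraries may contribute: 33 root markers had a median of 0.15 in *phyB* (24 higher and 9 lower, 2 called higher and 1 lower) and of 0.49 in *jazQ phyB*. Such a share and a change of expression within roots cannot be told apart, because whole seedlings were used. A changed response of *jazQ phyB* to loss of phyB stays open as an untested biological explanation.

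Regrouping the libraries gave a count as large as the real one in 1 of 10 splits, the real one, for each mutant against WT and for *jazQ phyB* against *jazQ* and against *phyB*. The other splits gave at most 1 gene, and 3 libraries against 3 allow no smaller share than 10%, so the real groups and a random split cannot be told apart by this test alone. For the interaction, 2 of 100 regroupings of the 12 libraries gave as many genes, the real one with 756 and another with 785, and the median was 0.

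That most genes called in both *jazQ* and *jazQ phyB* lie on chromosome segments carried with the T-DNA lines is argued against. Within 500 kb of the 5 JAZ genes, 7 of 1056 genes were called in both (0.663%), against 210 elsewhere (1.07%; 2-sided Fisher's exact test, p = 0.275). The allele *phyB-9* was crossed into *jazQ phyB* too. That most genes called in the same direction in both *phyB* and *jazQ phyB* lie on a segment carried with it is argued against. Within 500 kb of *PHYB*, 1 of 187 genes was called in both (0.535%), against 686 elsewhere (3.33%; 2-sided Fisher's exact test, p = 0.023, with the smaller share near *PHYB*). Neither test covers an effect of a segment on genes that lie elsewhere.

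Among genes called in *phyB* with at least 1 CPM and no overlap with WT, the 3 largest rises were AT3G01345, *CRU3* and AT5G35660. AT3G01345 stood at 31 ± 6.92 CPM (SD, n = 3) in *phyB*, at least 172-fold higher than in *jazQ phyB*. *CRU3*, a seed storage protein gene, stood at 28.7, 13.7 and 3.2 CPM in the 3 *phyB* libraries, at least 84.4-fold higher in the mean than in *jazQ phyB*. AT5G35660 was at least 39.3-fold higher in *phyB* than in WT and at least 50.3-fold higher than in *jazQ phyB*. The interaction of AT3G01345 was not called (adjusted p = 0.018 from edgeR's quasi-likelihood test), and it was called with DESeq2 and with limma-trend on log2(TPM + 1) (adjusted p = 6.53e-08 and 2.36e-07). The transposon gene *SADHU3-2* stood at 0.769 ± 0.159 CPM in WT, 2.93 ± 0.267 in *jazQ*, 12 ± 1.67 in *phyB* and 3.78 ± 0.65 in *jazQ phyB*. No explanation was tested for these genes.

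*PIF4* transcripts stood at 44 ± 5.34 CPM (SD, n = 3) in WT, 43.2 ± 9.63 in *jazQ*, 28.7 ± 0.627 in *phyB* and 23.8 ± 3.89 in *jazQ phyB*, with log2 fold changes of −0.61 in *phyB* (adjusted p = 0.00829 from edgeR's quasi-likelihood test) and −0.88 in *jazQ phyB* (adjusted p = 0.000885, edgeR). The *phyB* call was lost without WT replicate 2 (adjusted p = 0.0244, edgeR), WT replicate 3 (0.0328) or *phyB* replicates 1 to 3 (0.0327, 0.028 and 0.0292), and with upper-quartile normalization (0.0101) and limma-trend on log2(TPM + 1) (0.0289), and the alternatives with all libraries kept gave 1.18e-07 to 0.0293. Of the MYC and PIF transcription factors the paper names, 7 were analysed and *MYC5* was not. None of the 7 was called in *jazQ* (1 higher at an unadjusted p below 0.05), 3 were lower in *phyB* (*PIF4*, *MYC4* and *PIF5*), and *PIF4* was lower in *jazQ phyB*. The interaction was called at 1, *MYC4* (2 adjusted over the list alone).

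Of the 12 tested genes of Supplementary Table 2, 2 were higher and 1 lower in *jazQ* (adjusted over the list alone, 3 and 2), 1 higher and 4 lower in *phyB* (1 and 4), and 3 higher and 2 lower in *jazQ phyB* (3 and 3). None had a called interaction, where 5 were positive and 2 negative at an unadjusted p below 0.05. Of 18 genes with a JAZ or TIFY symbol, which include *ZML1*, *ZML2*, *PPD1*, *PPD2*, *ZIM* and *TIFY8* beside JAZ genes, 3 were higher and 2 lower in *jazQ* (adjusted over the list alone, 5 and 2), 3 lower in *phyB* (3), and 3 higher and 3 lower in *jazQ phyB* (3 and 3). In *phyB*, *AOC1* was lower than in WT (log2 fold change −0.53, adjusted p = 0.00473, edgeR), a call lost without WT replicates 1 or 2 or *phyB* replicates 1 or 2 (adjusted p = 0.0169, 0.0239, 0.0262 and 0.0296, edgeR), with 2 genotypes in the fit (0.0101) and with limma-trend on log2(TPM + 1) and log2(TPM + 0.1) (0.0248 and 0.0248). The alternatives with all libraries kept gave 0.000171 to 0.0248. Of the 11 clock genes, none was called in *jazQ* (5 lower at an unadjusted p below 0.05, 2 adjusted over the list alone), 2 were higher and 3 lower in *phyB* (3 and 3), and 1 was higher and 7 lower in *jazQ phyB* (2 and 7). The higher gene was *LHY* (log2 fold change 0.37, adjusted p = 0.00475, edgeR). Its call was lost with 2 genotypes in the fit (adjusted p = 0.0242, edgeR; 0.000172 to 0.0242 over the alternatives) and without WT replicate 1 (0.0176), WT replicate 3 (0.016) or *jazQ phyB* replicates 1 to 3 (0.0215, 0.0127 and 0.0136). Among the genes higher in *phyB* was *ELF4* (log2 fold change 0.56). Its *phyB* call was lost without WT replicate 2 (adjusted p = 0.0162, edgeR), WT replicate 3 (0.0182) or *phyB* replicates 1 or 2 (0.0251 and 0.0226).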
